# *Lactobacillus plantarum* possesses the capability for wall teichoic acid backbone alditol switching

**DOI:** 10.1186/1475-2859-11-123

**Published:** 2012-09-11

**Authors:** Peter A Bron, Satoru Tomita, Iris I van Swam, Daniela M Remus, Marjolein Meijerink, Michiel Wels, Sanae Okada, Jerry M Wells, Michiel Kleerebezem

**Keywords:** *Lactobacillus plantarum*, Probiotic, Wall teichoic acid, Lipoteichoic acid, *tag* and *tar* genes, Immunomodulation

## Abstract

**Background:**

Specific strains of *Lactobacillus plantarum* are marketed as health-promoting probiotics. The role and interplay of cell-wall compounds like wall- and lipo-teichoic acids (WTA and LTA) in bacterial physiology and probiotic-host interactions remain obscure. *L. plantarum* WCFS1 harbors the genetic potential to switch WTA backbone alditol, providing an opportunity to study the impact of WTA backbone modifications in an isogenic background.

**Results:**

Through genome mining and mutagenesis we constructed derivatives that synthesize alternative WTA variants. The mutants were shown to completely lack WTA, or produce WTA and LTA that lack D-Ala substitution, or ribitol-backbone WTA instead of the wild-type glycerol-containing backbone. DNA micro-array experiments established that the *tarIJKL* gene cluster is required for the biosynthesis of this alternative WTA backbone, and suggest ribose and arabinose are precursors thereof. Increased *tarIJKL* expression was not observed in any of our previously performed DNA microarray experiments, nor in qRT-PCR analyses of *L. plantarum* grown on various carbon sources, leaving the natural conditions leading to WTA backbone alditol switching, if any, to be identified. Human embryonic kidney NF-κB reporter cells expressing Toll like receptor (TLR)-2/6 were exposed to purified WTAs and/or the TA mutants, indicating that WTA is not directly involved in TLR-2/6 signaling, but attenuates this signaling in a backbone independent manner, likely by affecting the release and exposure of immunomodulatory compounds such as LTA. Moreover, human dendritic cells did not secrete any cytokines when purified WTAs were applied, whereas they secreted drastically decreased levels of the pro-inflammatory cytokines IL-12p70 and TNF-α after stimulation with the WTA mutants as compared to the wild-type.

**Conclusions:**

The study presented here correlates structural differences in WTA to their functional characteristics, thereby providing important information aiding to improve our understanding of molecular host-microbe interactions and probiotic functionality.

## Background

In Gram-positive bacteria the cytoplasmic membrane is covered by a thick cell wall consisting of multiple layers of peptidoglycan, an essential polymer composed of alternating residues of β-1-4-linked *N*-acetyl muramic acid (Mur*N*ac) and *N*-acetyl-glucosamine (Glc*N*ac) [1]. Several other molecules are present in the cell envelope, including teichoic acids (TAs), polysaccharides, and extracellular proteins [2-4]. Most Gram-positive bacteria produce two distinct types of TA that make up a substantial percentage of total cell envelop dry-weight; wall teichoic acid (WTA) is covalently anchored to the Mur*N*AC residue of peptidoglycan via a phosphodiester bond, whereas lipoteichoic acid (LTA) is anchored in the cytoplasmic membrane through a glycolipid [5,6]. LTAs typically consist of repeating units of glycerol-phosphate [7]. By contrast, WTAs containing a variety of different alditols have been reported [5], although glycerol and ribitol are most common [8].

The *tag* and *tar* gene cluster products are responsible for WTA biosynthesis of the poly(glycerol-3-phosphate) [poly(Gro-P)] and poly(ribitol-5-phosphate) [poly(Rbo-P)] types, respectively. These genes have been extensively studied in *Bacillus subtilis*[9] and *Staphylococcus aureus*[5,10], allowing the identification of most gene functions involved in WTA backbone polymer biosynthesis (Figure 1) and transport, as well as D-Ala and glycosyl substitution of the basic polymer. Initially, construction of *tag* and *tar* gene deletion mutants appeared impossible and WTA was thought to be essential [11,12]. More recently, WTA deficient mutants were successfully obtained, e.g. in *S. aureus*[13,14], *Lactobacillus plantarum*[15], and *B. subtilis*[16], by deletion of the first gene in the biosynthetic pathway (*tagO*). This suggests that earlier attempts to disrupt genes which function at a later stage in the pathway result in the accumulation of toxic intermediates or the depletion of components like undecaprenyl phosphate that typically function as a scaffold in cell-wall component biosynthesis [1,17]. Phenotypic analysis of the *L. plantarum* and *B. subtilis tagO* mutants indicated an important role for WTA in normal cell elongation and cell-shape maintenance [15,18]. 

**Figure 1:**
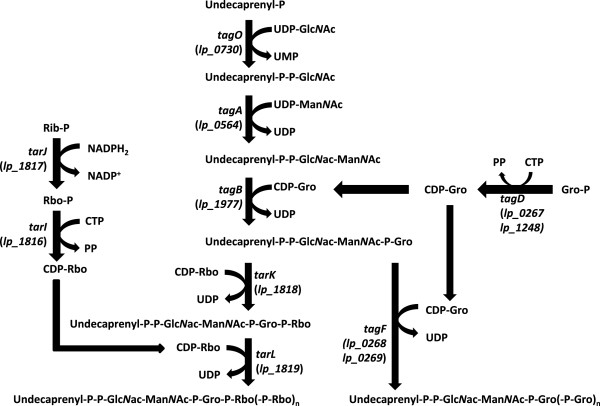
**Functions of the proteins encoded by the *tag *and *tar *genes in the biosynthesis of poly(Gro-P)- and poly(Rbo-P)-containing WTA backbones, respectively [adapted from **[9]**.** Numbers between brackets indicate the gene-identifiers of *tag* and *tar* homologues in the *L. plantarum* WCFS1 genome and Rib represents ribulose. Regardless of the backbone type, the biosynthesis of WTA is initiated with the consecutive coupling of UDP-activated *N*-acetylglucosamine (Glc*N*ac) and *N*-acetylmannosamine (Man*N*ac) to undecaprenyl phosphate on the cytoplasmic side of the cell membrane by TagO and TagA, respectively [5]. Gro-P is CDP-activated by TagD and coupled to this disaccharide linkage unit by the primase TagB. In strains producing poly(Gro-P) WTA the final biosynthetic step involves the coupling of a large but variable amount of CDP-activated Gro-P monomers by the oligomerase TagF. Although TagF homologues (sometimes designated TarF) are present in several strains producing poly(Rbo-P) WTA, these enzymes are generally smaller than their TagF counterparts and their activity is limited to the incorporation of 1 or 2 additional CDP-activated Gro-P monomers [9,62]. In the final biosynthetic steps CDP-activated Rbo-P, produced by TarJ and TarI, is added to the Gro-P mono-, di- or tri-mer by the primase (TarK) and the oligomerase activity (TarL), resulting in the addition of multiple repeating units of Rbo-P [5,9,13,63]. Following its synthesis, the complete WTA polymer is proposed to be transported across the cytoplasmic membrane by the *tagGH*-encoded ABC transporter, and is subsequently coupled to the 6-hydroxyl of Mur*N*Ac in peptidoglycan by an unknown transferase [5,13]. These basic WTA polymers can be substituted with D-alanyl esters through the activity of the enzymes encoded in the *dlt* operon [31,64,65] and/or glycosyl moieties by homologues of TagE or TarM of *B. subtilis* and *S. aureus*, respectively [39,40].

The lactobacilli studied to date have all been shown to produce poly(Gro-P) WTA molecules [17], although some species have been identified that do not produce any WTA, i.e. *L. rhamnosus, L. casei*, *L. fermentum* and *L. reuteri*[2,3]. Moreover, *L. plantarum* strains appear to produce either poly(Gro-P) or poly(Rbo-P) WTA [3,8]. Recently, *L. plantarum* strains, including the most studied strain WCFS1, that encode the *tagD1-tagF1-tagF2* genes (*tag*-locus) were shown to consistently produce poly(Gro-P) WTA, while strains that lack these genes produce poly(Rbo-P) WTA [8]. The production of poly(Rbo-P) WTA in *L. plantarum* was proposed to depend on the *tar* locus (*tarIJKL*) that is universally conserved among *L. plantarum* strains [8] and was originally annotated as *lp_1816-lp_1817-tagB1-tagB2* in the genome sequence of strain WCFS1 [19]. Despite the fact that poly(Gro-P) WTA producing *L. plantarum* strains consistently encode both the *tag* and *tar* loci, and therefore possess the genetic capability to synthesize WTA with either backbone alditol, there have been no reports of strains that produce the Rbo-P or both WTA subtypes, indicating that the presence of the *tag*-locus exclusively dictates WTA production [8].

Following consumption, *L. plantarum* strains typically survive for several days in the human gastrointestinal tract [20] and adhere to human mucosa [21]. Specific strains of *L. plantarum*, have demonstrated health-promoting effects on the consumer [22]. For example, consumption of *L. plantarum* strain WCFS1 was shown to trigger mucosal gene expression patterns and cellular pathways that correlate with the establishment of immune tolerance in healthy adults [23]. The same study suggests that the molecular host responses towards *L. plantarum* WCFS1 in human intestinal mucosa depends on the cell-envelope composition of the culture administered [23]. Moreover, there is compelling evidence that specific *Lactobacillus* cell-wall components play a pivotal role in the interaction of probiotic lactobacilli with the immune system, e.g. specific tripeptides derived from peptidoglycan modulate immune responses via human NOD-like receptor 1 and 2 (NOD1 and NOD2, [3,24-26]). Furthermore, TLR-2 in association with TLR-1 or TLR-6 plays an important role in the innate immune response by recognizing microbial lipoproteins and lipopeptides [26,27]. To this end, LTA of several *Lactobacillus* species [28-30], including *L. plantarum* NCIMB8826 (of which strain WCFS1 is a single colony isolate) [31], was demonstrated to interact with Toll like receptor 2 (TLR-2, [3,4,26]). Moreover, purified LTA from *L. plantarum* WCFS1 was shown to elicit the production of the cytokine tumor necrosis factor alpha (TNF-α) in murine bone-marrow cells in a TLR-2 dependent manner, which is largely dependent on D-Ala substitution of the LTA backbone [31].

In contrast to LTA, the role of WTA in TLR-2-mediated immune signaling is debated [3,32], especially as WTA is not acylated [5] which is considered an essential characteristic for LTA signaling [26]. Moreover, contamination of purified WTA fractions with other immunomodulating bacterial components may have blurred the assignment of the reported effects to WTA-mediated signaling. For example the WTA of *L. casei* Shirota has been proposed to act synergistically with LTA to induce IL-10 production through a TLR-2-dependent pathway [33], while genome comparisons of genetic loci involved in WTA biosynthesis suggest that *L. casei* strains cannot produce WTA [2]. Here, we aimed to clarify the role of WTA by addressing the following questions; is *L. plantarum* WCFS1 capable of switching its WTA backbone alditol? Can the immune system recognize *L. plantarum* poly(Gro-P) and/or poly(Rbo-P) WTA in addition to LTA?

The fact that some *L. plantarum* strains possess the genetic capacity to produce both WTA-backbone types, offers the possibility to study the physiological consequences and host-signaling induced by these WTA variants in an isogenic background. Therefore, we biochemically analyzed the modified WTA synthesized by *L. plantarum* WCFS1 mutants demonstrating that (i) a *tagO* deletion mutant is unable to produce WTA, (ii) a *tagF1-2* deletion mutant produces WTA with a poly(Rbo-P) backbone instead of poly(Gro-P), and (iii) a *dltX-D* deletion mutant lacks D-Ala substitution of both LTA and WTA. Subsequently, DNA microarrays revealed the consequences of these modifications on bacterial physiology and the WTA biosynthetic pathways. To gain insight into the potential role of WTA and its modifications on host-immune interactions, the differential effect of the mutants and purified WTA derived from these mutants on cytokine production by human monocyte derived dendritic cells, as well as their innate signaling capacity via TLR-2/6 in a NF-κB reporter cell line, was investigated.

## Results

### *in silico* analysis of the WTA biosynthetic pathways in *L. plantarum*

The NCBI database ( http://www.ncbi.nlm.nih.gov/) contains the complete and annotated genome sequences of the *L. plantarum* strains WCFS1 [19,34] and JDM-1 [35]. By using blastn [36], it was established that both genomes contain homologues of *tagO*, *tagA*, *tagD*, *tagB, tarIJKL* (*tar*-locus), and *tagGH* (Figures 1 and 2A). In contrast to *B. subtilis*[9] and *S. aureus*[10], the *L. plantarum* genes required for biosynthesis and transport of WTA backbones are scattered over 6 chromosomal loci, with a conserved chromosomal organization in *L. plantarum* WCFS1 and JDM-1. Only the WCFS1 genome contains the additional *tag*-locus (*tagD1F1F2*) (Figure 2A and B) that was previously predicted to dictate the production of poly(Gro-P) WTA in this strain, while the absence of this locus in strain JDM1 would predict this strain to produce the poly(Rbo-P) WTA variant [8]. At the chromosomal location that harbors the WCFS1 *tag*-locus, the JDM1 chromosome contains a stretch of 160 bp that is not present in the WCFS1 genome (Figure 2B). 

**Figure 2:**
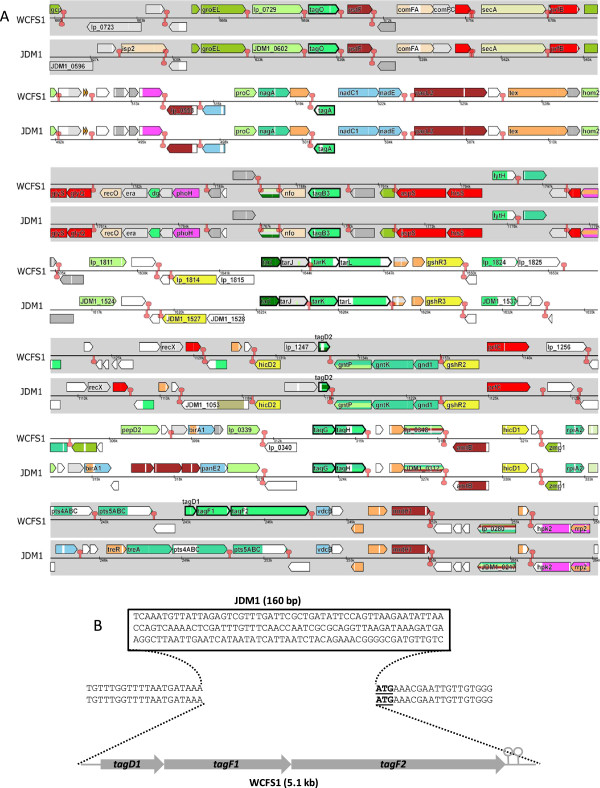
**Chromosomal organization of the 7 distinct genetic loci (represented by the iterating grey- and unshaded boxes) harboring the *tag *and *tar *genes in the *L. plantarum *WCFS1 and JDM-1 genomes (panel A).** The *tag* and *tar* genes are highlighted in bold and named according to the current annotation in the WCFS1 genome. Colors represent different functional classes as defined by the microbial genome viewer tool [66]. Panel **B** displays detailed sequence information around the *tagD1-tagF1-tagF2* locus (last grey-shaded box in Panel A) with the start codon of the downstream-encoded *lp_0271* (*vdcB*) underscored.

### Genetic engineering results in the biosynthesis of alternative WTA variants

Gene deletion mutants were exploited to assess the capability of *L. plantarum* WCFS1 to produce alternative WTA variants. To study the consequences of WTA removal, we used a recently described mutant in which the single copy of *tagO* was deleted [15]. Notably, the LTA backbone is synthesized via a completely independent pathway and, therefore, its biosynthesis is anticipated to be unaltered in *tagO* mutants [5]. In addition, the Gro-P polymerases (encoded by *tagF*) were targeted by mutagenesis, thereby anticipating to block the production of a poly(Gro-P)-containing WTA backbone (Figure 1), while maintaining the capability to synthesize a Gro-P-containing linkage unit (TagB activity) that is likely to be also involved in biosynthesis of a poly(Rbo-P) WTA [5,9,37]. Although two genes are annotated as *tagF*, the size difference between the encoded TagF1 (lp_0268, 402 residues) and TagF2 (lp_0269, 941 residues) suggests that TagF1 might in fact encode an additional Gro-P primase (TagB) [9]. Nevertheless, as the function of TagF1 is currently unestablished, a *tagF1-F2* mutant that lacks both genes was constructed. Lastly, a stable mutant was constructed in which the complete *dltX-D* operon was deleted, aiming to produce WTA (and LTA [31]) that lacks D-Ala substitution. Notably, an *L. plantarum* mutant unable to substitute LTA with D-Ala residues has previously been described. However, this mutant harbored a *dltB* gene disruption obtained by single cross over plasmid integration within the *dltB* coding region, and as a consequence is genetically unstable [31]. Importantly, our *dltX-D* mutant displayed identical alterations in its basic physiological characteristics as the previously constructed *dltB* mutant [31,38], including a lower maximum growth rate and final biomass, as well as cell lysis after prolonged stationary phase incubation (data not shown). Furthermore, the *tagO* mutant was already reported to display the tendency to remain associated in chains, and its cells appeared swollen, bent, and/or shorter than the wild-type [15]. By contrast, the growth and morphological characteristics of the newly constructed *tagF1-2* mutant closely resembled the wild-type strain (data not shown).

To assess alditol composition, as well as glucosyl and D-Ala content, WTA was purified from the wild-type *L. plantarum* WCFS1 strain, and its *tagO*, *tagF12*, and *dltX-D* gene deletion derivatives (Figure 3 and Table 1). No WTA could be isolated from the *tagO* mutant, confirming earlier observations [15] that disruption of the first gene in the WTA biosynthetic pathway completely blocks WTA production in *L. plantarum*. From the other strains WTA isolation was successful and their phosphoric content was highly comparable, ranging from 2.0-2.3 μmol mg^-1^ (Table 1). The chemical composition analysis of WTA purified from the wild-type and the *dltX-D* mutant established the presence of a poly(Gro-P) backbone (Figure 3), as well as the presence of glucosyl moieties (Table 1, 2.3 and 2.4 μmol mg^-1^, respectively). In contrast to the wild-type (0.79 μmol mg^-1^), no D-Ala could be detected in the purified WTA obtained from the *dltX-D* mutant, establishing the role of *dltXD* in D-alanylation of *L. plantarum* WTA next to its previously described role in D-Ala substitution of LTA [31]. The chemical analysis of WTA purified from the *tagF12* mutant completely lacked the glycerol-specific signal, whereas (anhydro)ribitol could clearly be detected (Figure 3). These data demonstrate that the *tagF1-2* mutant of *L. plantarum* WCFS1 is capable of producing WTA containing a poly(Rbo-P) backbone as an alternative for the poly(Gro-P) backbone produced by the parental strain. Notably, the glucosyl content (1.1 μmol mg^-1^) and D-alanylation (0.57 μmol mg^-1^), of this alternative WTA produced by the *tagF12* mutant appeared to be reduced in comparison with the native poly(Gro-P) WTA produced by the wild-type. In addition, the relative abundance of poly(Rbo-P) WTA in the *tagF12* mutant (32% of total cell wall weight) was reduced compared to that of the poly(Gro-P) WTA in the wild-type (51%) and *dltX-D* mutant (51%) strains. Overall, the genetic engineering approach employed allowed the production of WTA variants in an isogenic *L. plantarum* background, and corroborates the inferences drawn from the *in silico* analysis. 

**Figure 3:**
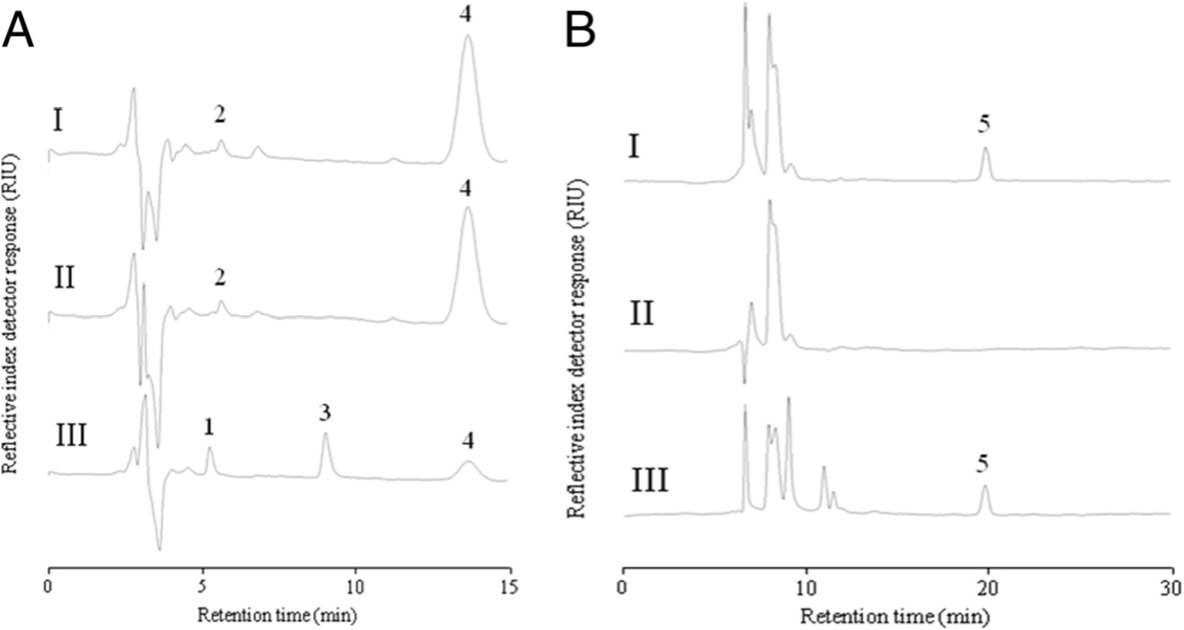
**Sugars, alditols, and D-Ala composition of WTA isolated from *L. plantarum *WCFS1 (I), and the *dltX-D *(II), and *tagF1-F2 *(III) mutants.** Panel **A** represents chromatograms on a Shodex NH2P-50 4E column, whereas panel **B** displays chromatograms on a Shodex SUGAR SC1011 column. Using pure compounds, peaks 1, 2, 3, 4 and 5 were identified to represent anhydroribitol, glycerol, ribitol, glucose, and alanine, respectively. The experiment is representative of 2 HPLC analyses.

**Table 1:** **Quantitative WTA analysis of *L. plantarum *WCFS1, and the *tagF1 *- *2 *and *dltX-D *mutants**

	**Phosphorus content (μmol mg**^**-1**^**):**						
**Strain:**	**WTA:**	**Cell wall:**	**% WTA (w/w):**	**D-Ala (μmol mg**^**-1**^**):**	**D-glucose (μmol mg**^**-1**^**):**	**D-Ala / P:**	**D-glucose / P:**
wild-type	2.0	1.0	51	0.79	2.3	0.39	1.1
Δ*dltX-D* (NZ3539Cm)	2.3	1.2	51	N.D.	2.4	0.0	1.0
Δ*tagF1*-*2* (NZ3547Cm)	2.2	0.72	32	0.57	1.1	0.25	0.51

N.D. = not detectable (<0.01 μmol mg^-1^). The data is representative for 2 independent HPLC analyses.

To assess whether the production of alternative WTA molecules by the mutants impacts on either WTA or LTA polymer chain-length, purified WTA and LTA were utilized for high performance size exclusion chromatography (HPSEC) and proton NMR analyses, respectively (see the Additional file 1). These analyses reconfirmed that no WTA was produced by the *tagO* mutant, whereas the WTA produced by the *dltX-D* mutant was of virtually identical backbone polymer length as compared to the WTA produced by the wild-type (Additional file 1: Table S1 in the supplementary information file). The WTA produced by the *tagF1-2* mutant appeared to contain approximately 25% less backbone units (Rbo-P) as compared to the wild-type (Gro-P units). Similarly, LTA derived from the *tagO* and *dltX-D* mutants harbor a similar amount of Gro-P backbone units as compared to the wild-type, whereas the Gro-P LTA isolated from the *tagF1-2* mutant appeared approximately 25% lower (Additional file 1: Table S1 in the supplementary information file). Taken together, these data suggest that the described effects of WTA-pathway engineering have relatively small effects on backbone chain length of WTA and LTA.

### Transcriptome analyses of mutants producing altered WTA

To assess the impact of the production of the alternative WTA molecules on overall cell physiology, and specifically the WTA biosynthetic routes, whole-genome transcriptome profiles were generated for the *dltX-D* and *tagF1-2* mutants and compared to the wild-type (Table 2 for genes involved in WTA biosynthesis and Additional file 2: Table S2 for all significantly regulated genes). 

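Transcript levels of the wild-type, the *tagF1-2* mutant and the *dltX-D* mutant were measured on 3 arrays, each hybridized with cDNA of 2 strains in different dyes. The arrays form a loop, in which the *tagF1-2* mutant was paired with the wild-type, the wild-type with the *dltX-D* mutant, and the *dltX-D* mutant with the *tagF1-2* mutant. Each strain was therefore measured on 2 arrays, with a different dye on each. There was 1 sample per strain, and neither Additional file 1 nor the sample labels state that the 2 hybridizations of a strain came from separate cultures. All p-values of these arrays thus measure the error between hybridizations and dyes and not the variation between cultures.

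Additional file 1 describes growth at an OD600 of 1 in 2× CDM with 1.5% glucose and labeling of 5 µg of RNA, whereas the sample labels give MRS broth and 10 µg of RNA, and the data do not settle which description holds. The sample labels also give every strain the other dye than Additional file 1 does. The signals of the deleted genes follow Additional file 1, which is used here. With the dyes of the labels, every direction would turn and the sizes of the changes and the numbers of genes would stay as they are.

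On each array, 15138 spots represent 9170 probes for 3092 genes, and 3022 genes have 3 probes. The values analyzed were the intensity of each spot and its local background in each dye, before any normalization. The median intensity over background of an array was between 2104 and 2991 for Cy3 and between 580 and 1743 for Cy5, and between 91.3% and 94.9% of the genes were above background in a given channel. Background was corrected with normexp (offset 50) and the log2 ratios within an array were normalized by loess. The spots of a probe were averaged, and the median over the probes of a gene was taken. The 3 arrays were then fitted together with limma, which leaves 1 residual degree of freedom per gene and cancels the dye effect of a gene. A ratio between 2 strains thus rests on the array that holds both (the direct ratio) and on the other 2 arrays (the indirect ratio). The median standard error of a log2 ratio was 0.12, and the number of arrays limits the precision. Genes were called changed at an adjusted p under 0.05 (Benjamini-Hochberg over 3092 genes) and a change of at least 2-fold. A probe was above background in a channel when its signal exceeded the mean of 77 negative control spots by 2.6 SD. A strain was taken as above background for a gene when at least 1 probe of the gene passed in at least 1 of its 2 channels. A gene can thus pass with a signal near background. Where only 1 of 2 strains passed, the fold change is given as a lower bound against that level, computed from the separate channels and therefore open to a dye bias.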

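In the *tagF1-2* mutant, neither *tagF1* (*lp_0268*) nor *tagF2* (*lp_0269*), which encode CDP-glycerol glycerophosphotransferases, had a probe above background. Their signals were at least 46.9-fold and 47.5-fold lower than in the wild-type (adjusted p = 5.08e-06 and 2.29e-06 from limma). Likewise, *dltD* (*lp_2016*), *dltC1* (*lp_2017*) and *dltB* (*lp_2018*) had no probe above background in the *dltX-D* mutant and were at least 53.5-fold, 44.9-fold and 67.2-fold lower than in the wild-type. The remaining genes of the operon kept some signal. For *dltA* (*lp_2019*), 1 of 3 probes stayed above background on both arrays, at 13.2-fold below the wild-type, whereas the other two were not above background. The putative D-Ala-teichoic acid biosynthesis gene *dltX* (*lp_2020*) fell by 2.27 on the log2 scale (standard error 0.13, adjusted p = 0.000121 from limma). All 3 of its probes were above background in the *dltX-D* mutant, with signals between 3.19-fold and 5.29-fold lower than in the other strain on the array. Probe positions and the ends of the deletions could not be placed on a genome sequence here.

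Expression of the deleted genes in the other mutant was not called changed. The fitted log2 ratio to the wild-type was -0.50 for both *tagF1* and *tagF2* in the *dltX-D* mutant (adjusted p = 0.119 and 0.0753 from limma). Its indirect part runs through the *tagF1-2* mutant, where neither gene was above background. The direct log2 ratios were -0.20 and -0.27, against indirect ones of -1.11 and -0.96. The gene beside *dltX*, *pbpX2* (*lp_2021*), encodes a D-Ala-D-Ala carboxypeptidase and fell by 1.72 on the log2 scale in the *dltX-D* mutant (adjusted p = 0.000263 from limma), with a log2 ratio of -0.02 in the *tagF1-2* mutant.

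**Figure D1:**
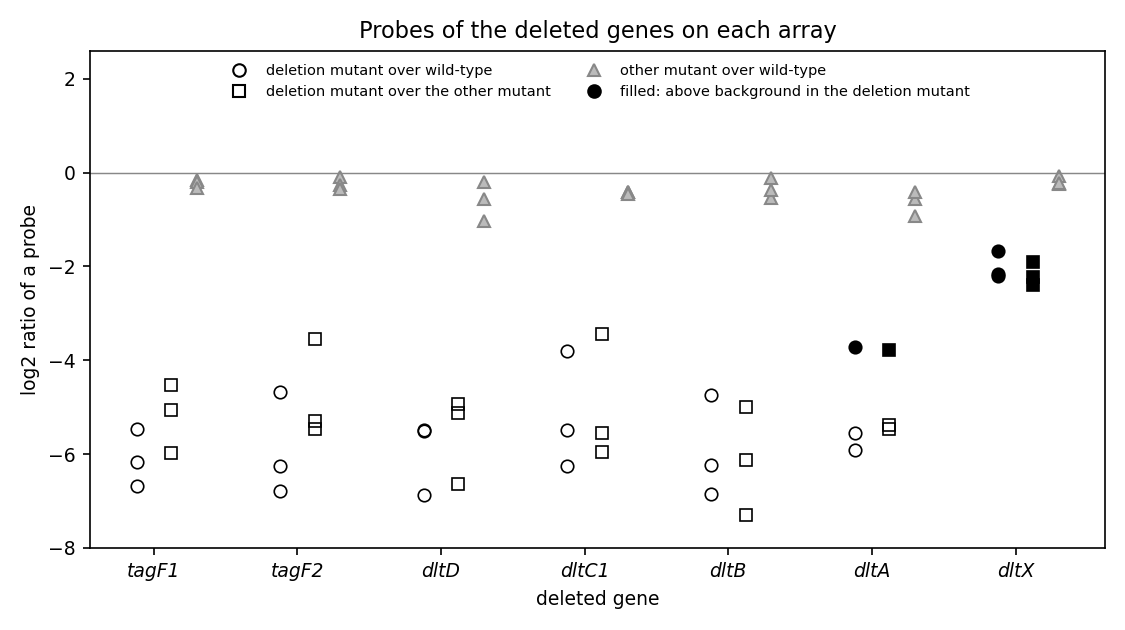
The log2 ratio of each probe of the deleted genes (3 probes per gene), for the deletion mutant over the strain hybridized with it on 2 arrays (circles and squares) and for the other mutant over the wild-type (triangles). All probes are lower in the deletion mutant, and those above background there (filled) belong to *dltA* (1 probe) and *dltX* (3 probes).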

As anticipated, no significant expression of the *tagF1-2* and *dltX-D* genes could be detected in the corresponding mutants, verifying the expected mutation (Table 2). 

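Of 3092 genes, 293 were called changed in the *tagF1-2* mutant, 154 higher and 139 lower than in the wild-type, and 144 in the *dltX-D* mutant, 77 higher and 67 lower. All of them changed in the same direction in the direct and in the indirect ratio, and 229 and 121 of them were at least 2-fold changed in both ratios. At the adjusted p alone, 1194 and 767 genes passed. They include every gene that changed at least 2-fold, so the 2-fold threshold alone set which genes were called. In the *tagF1-2* mutant 17 genes were called with a fitted change above 10-fold, 14 of them higher. These were the *tarIJKL* genes, the transporter genes *lp_0298* and *lp_0299*, the genes *lp_1377* to *lp_1385* of a sulfate assimilation region, *lp_2845* and *lp_0158*. Only 7 genes passed 10-fold in the *dltX-D* mutant. Of these, *lp_1908* (integral membrane protein) rose by 3.91 and *lp_0875* (unknown function) by 3.40 on the log2 scale, and *lp_1357* (putative membrane-anchored extracellular protein) fell by 3.52 (adjusted p = 6.61e-06, 9.41e-05 and 7.74e-05 from limma). The other 4 were deleted genes.

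Of the 30 genes of the main class cell envelope that Table S2 lists for the *dltX-D* mutant, 13 were called higher and 9 lower here, of which 5 are the deleted genes, and 8 were not called. Without background correction 7 were called higher and 9 lower, and with CyberT 16 and 9. Among the 30 genes, those for the extracellular proteins *lp_3077* and *lp_3134* had log2 ratios of 2.94 and 2.54. Of the 47 listed for the *tagF1-2* mutant, 12 were called higher and 20 lower, including the deleted *tagF1* and *tagF2*, and 15 were not called. Without background correction 11 were called higher and 16 lower, and with CyberT 14 and 21. The genes *lp_3414*, *lp_3412* and *lp_3413*, which encode extracellular and cell surface proteins, had log2 ratios of -4.26, -3.27 and -2.71 in this mutant and of -1.55, -1.66 and -1.57 in the *dltX-D* mutant. Adjusted over the list alone, the counts of both lists were the same, but this could add no call, as every gene past 2-fold was already called. The authors chose these genes on the same samples, so the counts are not independent evidence.

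Between the mutants, 185 genes were called. The numbers of calls depend on the values used and on their background correction. With the local background subtracted and values under 1 set to 1, 0 genes were called in the *tagF1-2* mutant and 3 in the *dltX-D* mutant by limma, although 572 and 358 genes differed at least 2-fold and 1120 and 822 had an unadjusted p under 0.05. With the ratios of the authors' value table, 0 genes were called in either mutant by limma, with 633 and 449 genes at least 2-fold changed and 865 and 633 at an unadjusted p under 0.05.

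**Figure D2:**
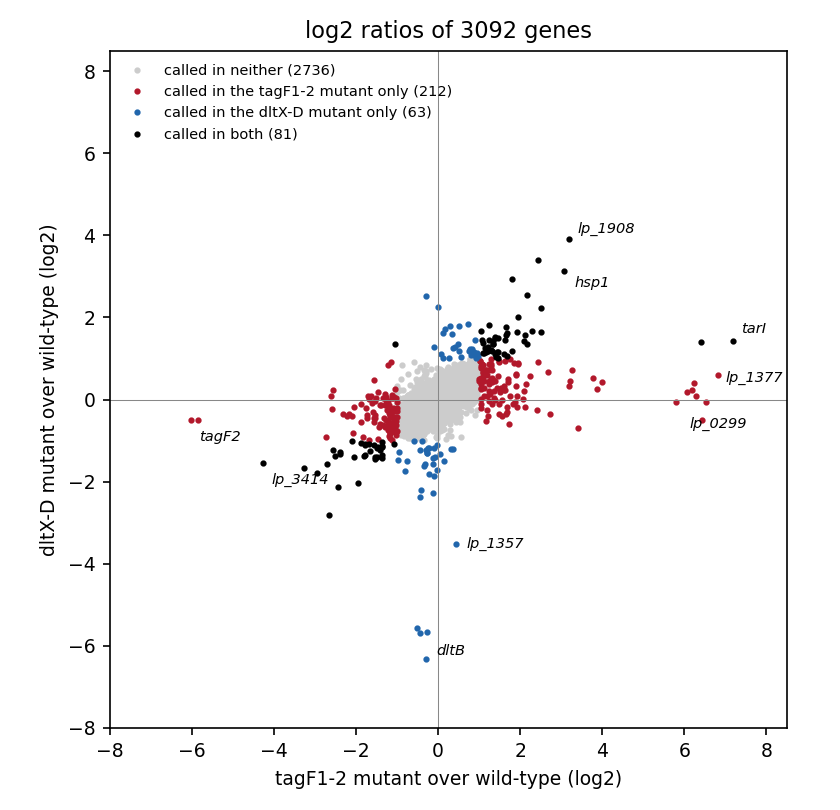
Fitted log2 ratios over the wild-type of 3092 genes in the *tagF1-2* mutant (x axis) and in the *dltX-D* mutant (y axis), with genes colored by the mutant in which they were called. Of the called genes, 47 were higher and 33 lower in both mutants.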

Remarkably, 230 and 402 genes appeared to display at least 2-fold altered transcription levels in the *dltX-D* and *tagF1-2* mutants, including 30 and 47 genes that are annotated in the main functional class “cell envelope”, respectively (Additional file 2: Table S2). These data strongly suggest compensatory behavior of *L. plantarum* upon modification of the cell wall component WTA (either lack of D-alanylation or alditol backbone switching), emphasizing the pivotal role WTA plays in the overall cell physiology of *L. plantarum*[15]. 

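Of the genes called in the *tagF1-2* and *dltX-D* mutants, 47 were higher in both, 33 were lower in both and 1 changed in opposite directions. Independent lists of these sizes would share 3.84 and 3.01 genes. Because both comparisons use the same wild-type sample, unchanged genes were also simulated with the error of the arrays, which gave a mean of 0 and 0.01 shared genes over 100 simulations. This error alone rarely reaches 2-fold, and the simulation holds no variation of the wild-type culture, so it does not measure what the shared sample adds to the overlap. Across genes, Pearson's r of the log2 ratios in the 2 mutants was 0.512 against 0.502 for the simulated unchanged genes, and the covariance was 0.198 against 0.00902. The arrays hold no other wild-type sample, so part of the overlap may come from the shared one. Of the 80 shared genes, 31 had an adjusted p under 0.05 in limma's test of the difference between the mutants, and 12 of them also differed at least 2-fold, for example *mntH2* (*lp_2992*, manganese transport protein; log2 ratios of -2.95 and -1.78).

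The genes that rose in both mutants include *hsp1* (*lp_0129*), which encodes a small heat shock protein, with log2 ratios of 3.06 in the *tagF1-2* mutant and 3.14 in the *dltX-D* mutant (standard error 0.14, adjusted p = 1.61e-05 and 3.90e-05 from limma). The Clp subunit gene *clpB* (*lp_1903*) rose by 1.95 and 2.02. Of 16 genes for heat shock proteins and Clp proteases, 7 were called higher in each mutant and 6 in both. The serine protease gene *htrA* (*lp_0043*) was called in the *tagF1-2* mutant, with log2 ratios of 2.10 and 0.21, and differed between the mutants (adjusted p = 0.000937 from limma), and *hsp3* (*lp_3352*) was called in the *dltX-D* mutant, with 0.79 and 1.23. Among the genes that fell in both are *prtM2* (*lp_3193*, peptidylprolyl isomerase; log2 ratios of -2.65 and -2.82) and *pyrAB* (*lp_2700*, pyrimidine biosynthesis; log2 ratios of -1.52 and -1.44). Of 8 pyrimidine biosynthesis genes, 7 were called lower in the *tagF1-2* mutant and 6 in the *dltX-D* mutant, but only 2 and 1 without background correction. Of 8 genes for citrate and malate conversion, 8 and 6 were called lower, and 8 and 2 without background correction. The malolactic enzyme gene *mleS* (*lp_1118*) fell further in the *tagF1-2* mutant, with a log2 ratio of -1.11 between the mutants (adjusted p = 0.00106 from limma). This call between the mutants ended without background correction.

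Other functions differed between the mutants. All 11 histidine biosynthesis genes measured were called higher in the *tagF1-2* mutant, with log2 ratios between 1.04 and 1.69, and 10 of them also differed between the mutants. Of these 11 genes, 0 were called in the *dltX-D* mutant by limma or CyberT, with 1 at an unadjusted p under 0.05. This was *hisK*, which also passed the adjusted p (0.0324 from limma) but stayed within 2-fold. The 6 genes of the sulfate assimilation region measured had a median log2 ratio of 6.21 in the *tagF1-2* mutant and 0.20 in the *dltX-D* mutant. In the latter 0 were called by limma or CyberT and 2 had an unadjusted p under 0.05. Of these, *lp_1377* passed the adjusted p (0.0348 from limma) but stayed within 2-fold. All 6 were also called between the mutants. Of 55 genes of prophage P2a, 19 were lower in the *dltX-D* mutant and 12 differed between the mutants, among them *lp_2417* (major capsid protein) with a log2 ratio of -2.39, against -0.44 in the *tagF1-2* mutant. Without background correction, the histidine genes called in the *tagF1-2* mutant and between the mutants numbered 5 and 3, and the P2a genes called in the *dltX-D* mutant and between the mutants 4 and 3. Of 11 fatty acid biosynthesis genes 0 were called in either mutant by limma or CyberT, with 6 and 3 at an unadjusted p under 0.05. Their log2 ratios were at most 0.67 and 0.54, and some passed the adjusted p, for example *lp_1671* (0.00799 and 0.0202 from limma). Adjusted over the list alone, each of these counts was the same, but this could add no call, as every gene past 2-fold was already called. From the numbers of genes changed in each mutant, including those of the cell envelope class, the paper proposes that *L. plantarum* compensates for the modification of its WTA.

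**Figure D3:**
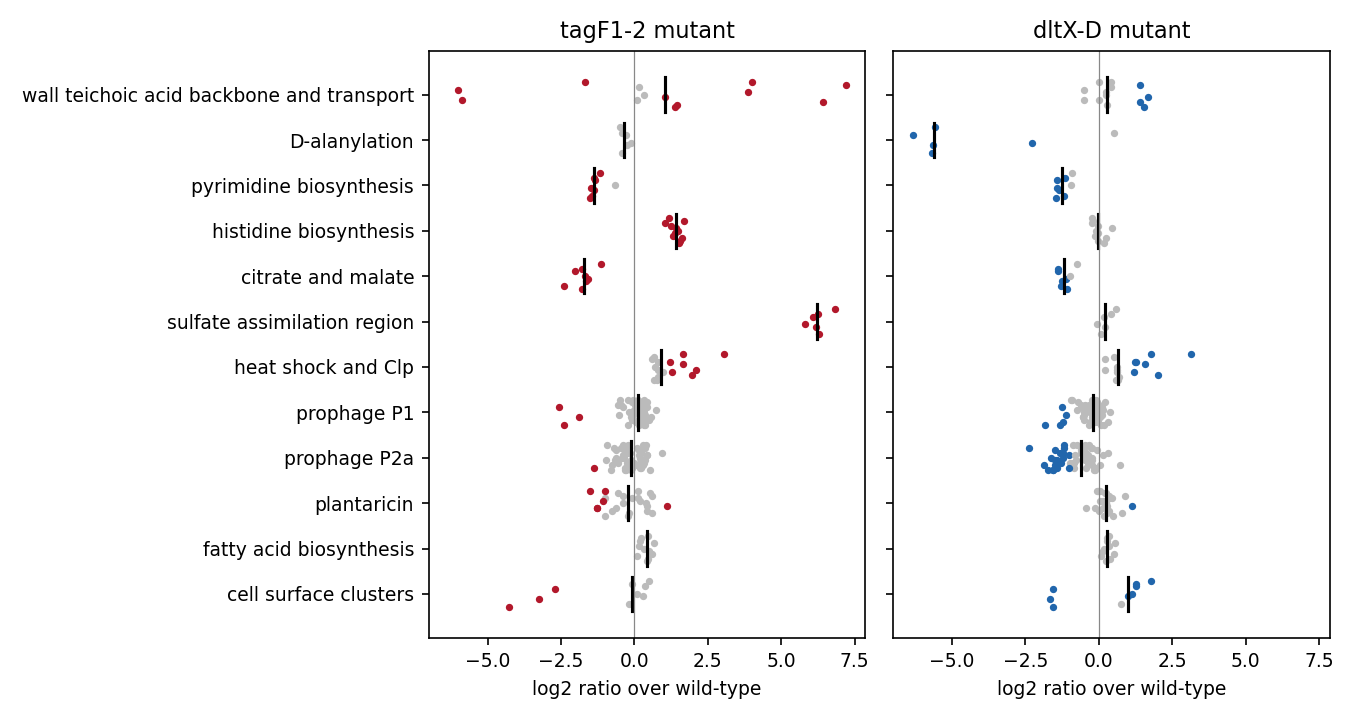
Fitted log2 ratios over the wild-type of the members of 12 lists of genes in the *tagF1-2* mutant (left) and the *dltX-D* mutant (right), with called genes in color, other genes in grey and the median of a list as a bar. The 11 histidine biosynthesis genes and the 6 genes of the sulfate assimilation region are raised in the *tagF1-2* mutant, and 7 and 6 of 8 pyrimidine biosynthesis genes are called lower in the *tagF1-2* and *dltX-D* mutants.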

**Table 2:** **Relative transcription levels of genes involved in WTA biosynthesis and D-Ala and glycosyl substitution in the *dltX-D *(NZ3539Cm) and *tagF1-2 *(NZ3547Cm) mutants as compared to the wild-type strain**

**lp number:**	**Gene name:**	**NZ3539Cm/WCFS1:**	**fdr:**	**NZ3547Cm/WCFS1:**	**fdr:**
*lp_0267*	*tagD1*	1.139	0.495	**0.302**	**0.000**
*lp_0268*	*tagF1*	1.274	0.470	**0.003**	**0.000**
*lp_0269*	*tagF2*	1.554	0.421	**0.000**	**0.000**
*lp_0343*	*tagG*	**2.667**	**0.000**	**2.394**	**0.001**
*lp_0344*	*tagH*	**3.386**	**0.000**	**2.380**	**0.001**
*lp_0564*	*tagA*	1.814	0.013	1.501	0.120
*lp_0730*	*tagO*	1.071	0.921	**3.243**	**0.000**
*lp_1248*	*tagD2*	1.163	0.476	1.228	0.324
*lp_1816*	*tarI*	**6.638**	**0.006**	**317.9**	**0.000**
*lp_1817*	*tarJ*	**7.145**	**0.004**	**390.0**	**0.000**
*lp_1818*	*tarK*	1.253	0.452	**15.42**	**0.000**
*lp_1819*	*tarL*	2.291	0.067	**48.23**	**0.000**
*lp_1977*	*tagB3*	1.107	0.964	0.885	0.631
*lp_2016*	*dltD*	**0.001**	**0.000**	0.792	0.245
*lp_2017*	*dltC1*	**0.002**	**0.000**	**0.545**	**0.031**
*lp_2018*	*dltB*	**0.001**	**0.000**	0.855	0.504
*lp_2019*	*dltA*	**0.068**	**0.000**	**0.286**	**0.006**
*lp_2020*	*dltX*	**0.207**	**0.000**	0.905	0.706
*lp_1406*	*dltC2*	1.157	0.617	0.540	0.068

Bold numbers represent significantly changed transcripts levels (fdr < 0.05).

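The genes *tagG* (*lp_0343*) and *tagH* (*lp_0344*), for the permease and the ATP-binding protein of the teichoic acid ABC transporter, were both called higher in the *dltX-D* mutant than in the wild-type. Their ratios were 2.90 and 3.18, corresponding to log2 ratios of 1.53 (standard error 0.13, adjusted p = 0.000523 from limma) and 1.67 (standard error 0.12, adjusted p = 0.000316 from limma). Between the mutants, *tagH* had a log2 ratio of -0.63 (adjusted p = 0.0108 from limma), a difference below 2-fold.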

Interestingly, the *dltX-D* mutation led to a 3-fold induced expression of the *tagGH*-encoded WTA transporter (Table 2). In addition, this mutant strain also expressed the *tar*-locus (*tarIJKL*) at a 7-fold higher level as compared to the wild-type, suggesting that the *dltX-D* mutant may produce minute quantities of the poly(Rbo-P) WTA that remained undetected in the biochemical analyses, next to the dominant poly(Gro-P) WTA. 

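Of the *tarIJKL* genes, *tarI* (*lp_1816*) and *tarJ* (*lp_1817*) were called higher in the *dltX-D* mutant than in the wild-type. Their log2 ratios were 1.42 and 1.41 (standard error 0.14 for both, adjusted p = 0.000935 and 0.000886 from limma), corresponding to ratios of 2.67 and 2.65. For *tarK* (*lp_1818*) and *tarL* (*lp_1819*) the log2 ratios were 0.26 and 0.43 (adjusted p = 0.194 and 0.0703 from limma), and neither gene was called. The values of *tarI* and *tarJ* depend on the background correction. Without it their log2 ratios were 0.57 and 0.79 and the calls ended, and over the alternatives the log2 ratios reached 3.19 and 3.03.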

When compared to the wild-type, the *tarIJKL* operon appeared among the strongest induced transcripts (up to 390-fold) identified in the transcriptome of the *tagF1-2* mutant (Table 2). This finding in combination with the *in silico* and biochemical analyses described above establishes a definite role for *tarIJKL* in the production of the alternative poly(Rbo-P) WTA backbone in *L. plantarum* WCFS1. 

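In the *tagF1-2* mutant, *tarI*, for a putative D-ribitol-5-phosphate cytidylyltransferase, had a log2 ratio to the wild-type of 7.19 (standard error 0.14, adjusted p = 5.18e-07 from limma). The putative ribitol-5-phosphate dehydrogenase gene *tarJ* had a log2 ratio of 6.42 (standard error 0.14, adjusted p = 5.71e-07 from limma). The log2 ratios of the transferase genes *tarK* and *tarL* were 3.87 and 4.00 (standard errors 0.13 and 0.14, adjusted p = 3.81e-06 and 5.15e-06 from limma). These values correspond to ratios of 146, 85.7, 14.6 and 16.0. Direct and indirect ratios were close, with 7.04 and 7.49 for *tarI*. All 4 genes were also higher in the *tagF1-2* than in the *dltX-D* mutant, with log2 ratios of 5.77, 5.01, 3.61 and 3.58. Both *tarI* and *tarJ* are dim in the wild-type, and the size of the ratios moved with the processing, for a cause that was not tested. Over the alternatives the log2 ratio of *tarI* was between 5.72 and 9.83 and that of *tarL* between 3.41 and 4.88.

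**Figure D4:**
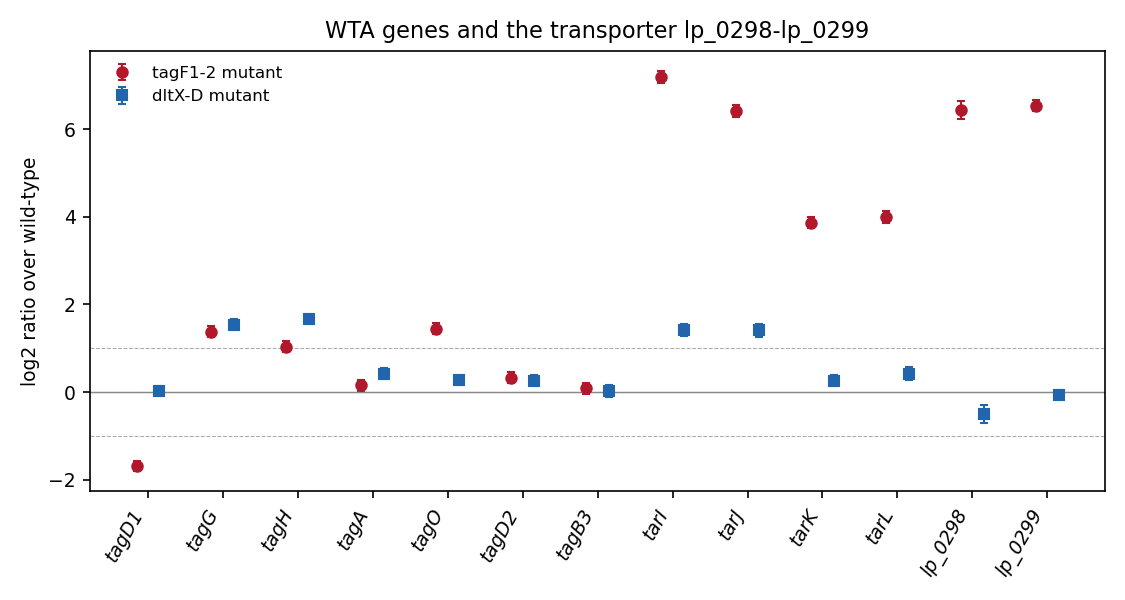
The log2 ratios over the wild-type of genes for WTA biosynthesis and export and of *lp_0298* and *lp_0299* in the *tagF1-2* mutant (circles) and the *dltX-D* mutant (squares), with standard errors from the fit of 3 arrays as bars and a 2-fold change as dashed lines. The *tarIJKL* genes range from 3.87 to 7.19 in the *tagF1-2* mutant and from 0.26 to 1.42 in the *dltX-D* mutant.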

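The permease gene *lp_0298* and the ATP-binding protein gene *lp_0299* of an ABC transporter were raised in the *tagF1-2* mutant about as strongly as *tarJ*. Their log2 ratios to the wild-type were 6.44 (standard error 0.20, adjusted p = 3.70e-06 from limma) and 6.54 (standard error 0.12, adjusted p = 5.18e-07 from limma), which correspond to ratios of 86.7 and 92.9. The direct and indirect log2 ratios of *lp_0298* were 6.13 and 7.05. Neither gene was called in the *dltX-D* mutant, with log2 ratios of -0.49 and -0.07 (adjusted p = 0.13 and 0.733 from limma). Over the alternatives, the log2 ratios in the *tagF1-2* mutant were between 5.71 and 8.97 for *lp_0298* and between 5.31 and 9.99 for *lp_0299*. Both genes are dim in the wild-type, where the mean log2 signal of *lp_0299* was 7.74. The lowest log2 signals above background in the wild-type channels were 7.72 and 7.89. The ratio of *lp_0299* thus rests on a wild-type signal near background, but the cause of the spread over the alternatives was not tested.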

Notably, an ABC-transporter encoded by *lp_0298*-*lp_0299* represents another genetic locus that displays strongly elevated expression levels in the *tagF1-2* mutant as compared to the wild-type (Additional file 2: Table S2, 291- and 1049-fold, respectively). Although the substrate for this transporter is unknown, its elevated expression might indicate that it is involved in import of Rbo-P precursors or export of the poly(Rbo-P) WTA. In addition, several genes involved in production of the linkage unit (*tagO*, *tagA*, and *tagD2*) and the TA-transporter, predicted to be encoded by *tagGH*, appeared induced in the poly(Rbo-P) WTA producing *tagF1-2* mutant (Table 2). 

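The linkage unit gene *tagO* (*lp_0730*), for undecaprenyl-phosphate N-acetyl-glucosaminyl transferase, rose by 1.45 on the log2 scale in the *tagF1-2* mutant (standard error 0.12, adjusted p = 0.000178 from limma). It was also higher than in the *dltX-D* mutant, with a log2 ratio of 1.18 (adjusted p = 0.000675 from limma). The transporter genes *tagG* and *tagH* had log2 ratios to the wild-type of 1.38 and 1.04 (adjusted p = 0.000298 and 0.000816 from limma). The call of *tagH* ended without background correction and with the mean over the probes, as its ratio then fell below 2-fold. The log2 ratios of *tagA* (*lp_0564*) and *tagD2* (*lp_1248*) were 0.15 and 0.33 (standard error 0.13 for both, adjusted p = 0.404 and 0.0813 from limma), and none of the alternatives run here called either gene. For *tagB3* (*lp_1977*) the log2 ratio was 0.08.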

Despite the fact that these *tag* and *tar* genes displayed elevated transcription levels in the *tagF1*-*2* mutant, the amount of WTA this strain produced is lower than that of the wild-type (see above), suggesting a lower overall efficacy of poly(Rbo-P) WTA biosynthesis and biogenesis as compared to its poly(Gro-P) counterpart. In addition, the *dltX-D* operon expression level appeared lower in the *tagF1-2* mutant, which is in agreement with the reduced level of D-Ala substitution of the poly(Rbo-P) WTA relative to the poly(Gro-P) WTA produced by the wild-type. 

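In the *tagF1-2* mutant the 5 genes of the *dltX-D* operon had fitted log2 ratios to the wild-type between -0.50 and -0.13, all below 0 and within 2-fold. Their indirect part runs through the *dltX-D* mutant, which lacks these genes, so the fit and its p-values are less sure here. The direct log2 ratios were lower, with -0.57 for *dltD*, -0.42 for *dltC1*, -0.37 for *dltB*, -0.56 for *dltA* and -0.23 for *dltX*. For *dltD* the fitted log2 ratio was -0.50 and for *dltA* -0.43 (adjusted p = 0.0179 and 0.0445 from limma). Those of *dltC1*, *dltB* and *dltX* were -0.26, -0.28 and -0.13 (adjusted p = 0.214, 0.127 and 0.461 from limma). None of the 5 genes was called in the *tagF1-2* mutant by limma or under the other settings run here, CyberT included. The second *dltC* gene of the genome, *dltC2* (*lp_1406*), had a log2 ratio of -0.42 (adjusted p = 0.04 from limma).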

The fact that poly(Rbo-P) WTA biosynthesis utilizes alternative precursors was also clearly reflected in the transcriptome profiles. For example, the expression of the Gro-P-ABC transporter (*lp_1324-1327*), as well as *tagD1* (*lp_0267*), involved in UDP activation of Gro-P, was decreased in the *tagF1-2* mutant (Figure 4). Moreover, virtually all genes responsible for the import and conversion of both ribose and arabinose to CDP-Rbo displayed increased expression levels in the *tagF1-2* mutant, whereas several of the surrounding pathways bridging to synthesis of other sugar-intermediates and glycolysis were down-regulated (Figure 4).

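The glycerol-3-phosphate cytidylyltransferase gene *tagD1* fell by 1.68 on the log2 scale in the *tagF1-2* mutant (standard error 0.12, adjusted p = 0.000103 from limma). Its log2 ratio in the *dltX-D* mutant was 0.03, and the difference between the mutants was called (log2 ratio of -1.70, adjusted p = 0.00014 from limma). The gene lies beside the deleted *tagF1* and *tagF2*, and an effect of the deletion at this place was not tested. The genes of the glycerol-3-phosphate ABC transporter were not called in the *tagF1-2* mutant, under any of the settings run here. The gene *lp_1324* was not above background in any strain, and *lp_1325* and *lp_1326* were not above background in the *tagF1-2* mutant and dim in the wild-type, so no ratio is given for these 3 genes. The log2 ratio of *lp_1327* was 0.12 (standard error 0.12, adjusted p = 0.498 from limma).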

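The ribose genes *rbsU* (*lp_3658*, transporter), *rbsD* (*lp_3659*, D-ribose mutarotase) and *rbsK1* (*lp_3660*, ribokinase) were called higher in the *tagF1-2* mutant, with log2 ratios of 1.34, 1.05 and 1.35 (standard errors 0.21, 0.14 and 0.12, adjusted p = 0.00298, 0.00154 and 0.000268 from limma). The calls of *rbsU* and *rbsD* ended without background correction, and that of *rbsD* also with 1 probe per gene. The indirect log2 ratios of *rbsU* and *rbsD*, without the array that holds both strains, were 0.70 and 0.77. Of the 4 genes *lp_3554* to *lp_3557*, only *lp_3555* was called, at least 2.61-fold higher than in the wild-type, where it was not above background (adjusted p = 7.08e-05 from limma). This call also ended without background correction. The L-arabinose isomerase gene *araA* (*lp_3554*) had a log2 ratio of 0.78 (adjusted p = 0.018 from limma), and the L-ribulokinase gene *araB* (*lp_3556*) and *lp_3557* were at least 1.86-fold and 1.57-fold higher (adjusted p = 0.0037 and 0.0128 from limma). The genes *araA* and *araB* passed 2-fold and were called under 2 and 3 of the alternatives set in advance. With the local background subtracted, spots not above background left out and CyberT, an alternative chosen after seeing the data, all 4 genes were called.

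Among the surrounding genes, *rpiA1* (*lp_0602*) fell by 2.32 on the log2 scale (standard error 0.12, adjusted p = 3.57e-05 from limma) and the glycerol uptake facilitator gene *glpF4* (*lp_1175*) by 1.38 (standard error 0.12, adjusted p = 0.000236 from limma). Both were called. The same gene *glpF4* fell by 1.15 in the *dltX-D* mutant, and *rpiA1* had a log2 ratio of -0.35 (adjusted p = 0.0857 from limma). The transketolase gene *tkt2* (*lp_1083*) fell by 0.94, which is within 2-fold (adjusted p = 0.00124 from limma). The gene *lp_3538* was not above background in any strain, and the other genes of Figure 4 that were above background in both strains had log2 ratios between -0.38 and 0.29.

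**Figure D5:**
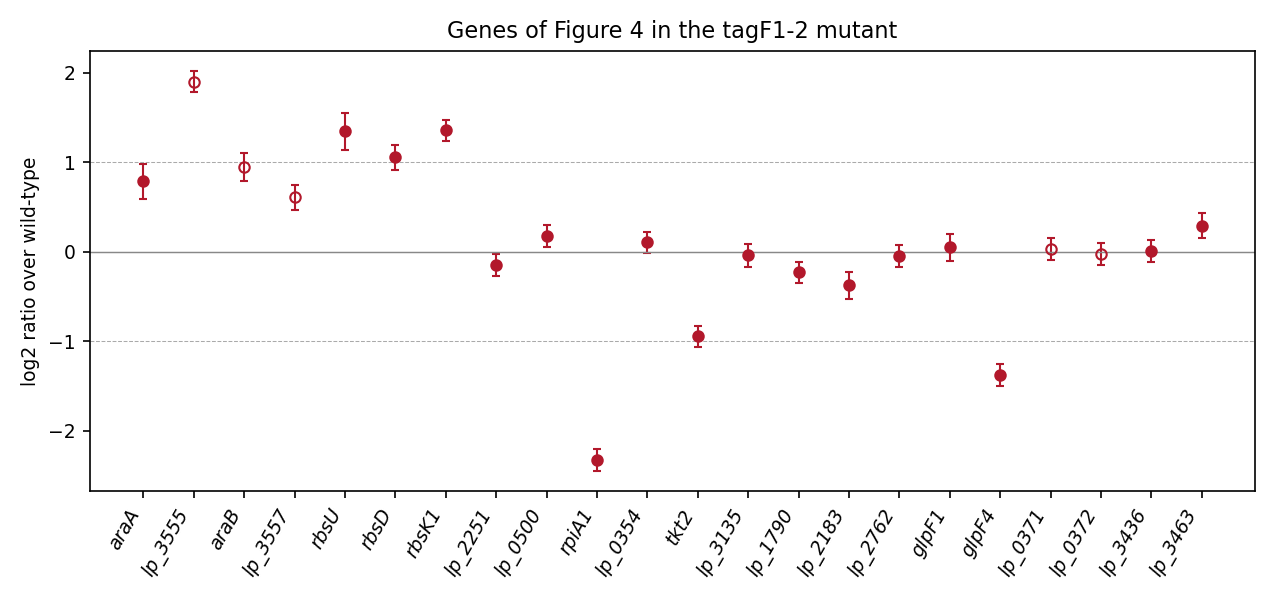
Fitted log2 ratios of genes of Figure 4 in the *tagF1-2* mutant over the wild-type, with standard errors from the fit of 3 arrays as bars, a 2-fold change as dashed lines and open circles where 1 of the strains was not above background. The ribose genes *rbsU*, *rbsD* and *rbsK1* lie above 2-fold, and *rpiA1* and *glpF4* at -2.32 and -1.38.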

**Figure 4:**
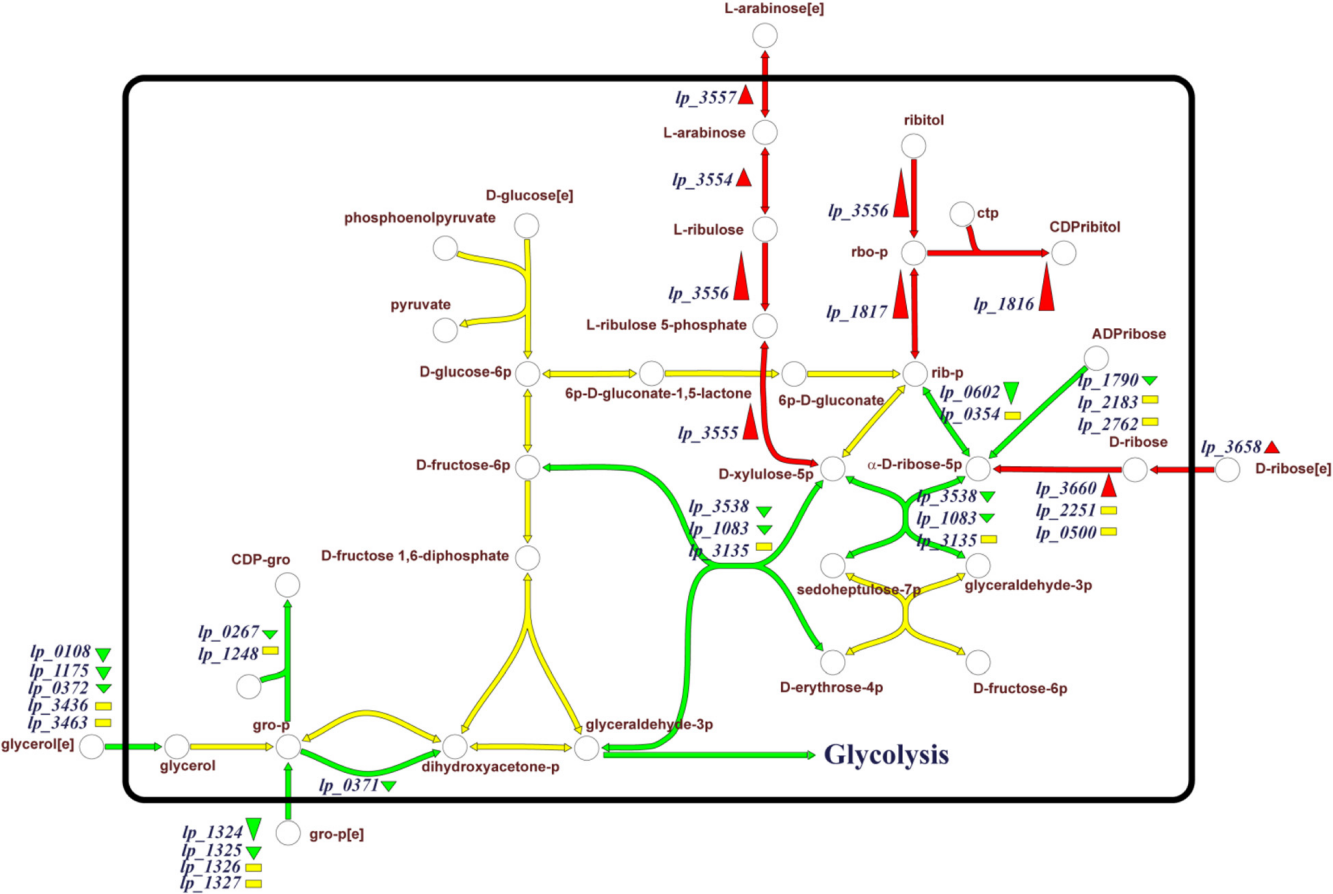
**Simpheny visualization map (www. genomatica.com) using the *L. plantarum *specific model **[67]**of the biosynthetic pathways involved in WTA backbone precursor biosynthesis.** Red and green arrow(head) represents induced and repressed expression levels as assessed by DNA microarrays, whereas yellow arrows and boxes indicate unchanged expression levels in the *L. plantarum tagF1-2* mutant as compared to the wild-type, respectively. The size of the arrowheads reflects the quantitative induction/repression levels, the black line represents the cytoplasmic membrane, and [e] indicates extracellular localization.

The *tagE* genes encoded in the *L. plantarum* genome might be involved in glucosyl substitution of the poly(Rbo-P) WTA, based on their homology to TagE and TarM of *B. subtilis* and *S. aureus*, respectively [39,40]. This notion is supported by the approximately 1.8-fold increased expression levels of *tagE1*, *tagE3*, and *tagE6* homologues, in the *tagF1-2* mutant. In addition, several other genes annotated as glycosyltransferases were either up- (*lp_2845* and *lp_3050*; 17- and 5-fold, respectively) or down-regulated (*lp_0304* and *lp_1763*; both 4-fold). This indicates that an additional or complementary role of these genes, but also glysosyl-transferases that displayed unaltered expression levels, in glycosyl substitution of either of the two WTA variants can certainly not be excluded.

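The putative extracellular transglycosylase genes *lp_2845* and *lp_3050* were called higher in the *tagF1-2* mutant, with log2 ratios of 3.78 (standard error 0.27, adjusted p = 0.000111 from limma) and 2.12 (standard error 0.13, adjusted p = 7.08e-05 from limma). These correspond to ratios of 13.7 and 4.34. The direct and indirect log2 ratios of *lp_2845* were 3.32 and 4.68. Another gene with this annotation, *lp_0304*, fell by 1.88 (standard error 0.12, adjusted p = 7.08e-05 from limma). For *lp_1763* the log2 ratio was 0.01 (standard error 0.15, adjusted p = 0.958 from limma), and it was between -0.38 and 0.56 over the alternatives, which never called it. In the *dltX-D* mutant the log2 ratios of *lp_2845*, *lp_3050* and *lp_0304* were 0.53, -0.17 and -0.10, and the difference between the mutants was called for each of the 3 genes.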

### WTA backbone switching does not occur under laboratory conditions

The experiments above unambiguously establish mutation of the *tagF1-2* locus in *L. plantarum* WCFS1 can induce the biosynthesis of WTA containing the alternative poly(Rbo-P) backbone alditol, while the hyperinduction of the *tarIJKL* locus is a genetic marker for this event. Importantly, sequence analysis of the promoter upstream of the *tarIJKL* operon in the *tagF1-2* mutant revealed the induced transcription of *tarIJKL* is not caused by promoter mutation, implying that the regulatory mechanism for WTA backbone alditol switching is intact in *L. plantarum* WCFS1. Therefore, it might be possible to induce WTA backbone alditol switching by modification of environmental conditions during growth. Hence, we attempted to identify fermentation conditions that lead to natural WTA alditol backbone switching. Firstly, we analyzed 29 transcriptome profiles generated previously in our laboratory in which varying temperature and pH were used, as well as different concentrations of amino acids, oxygen, and NaCl [41]. However, expression of the *tarIJKL* locus appeared extremely low under all these conditions (Additional file 3: Figure S1), suggesting that *L. plantarum* WCFS1 consistently produces the poly(Gro-P)-containing WTA backbone in these fermentations previously performed in our laboratory. Secondly, the observation that the transcriptome profiles generated for the *tagF1-2* mutant (see above) revealed the induction of virtually all genes involved in the import and conversion of ribose and arabinose (Figure 4), triggered us to ferment *L. plantarum* WCFS1 using alternative sugars as carbon sources. Cells were harvested from logarithmic phase after growth on sucrose or ribose as sole carbon source, and RNA was isolated for qRT-PCR analyses, revealing low *tarIJKL* expression levels, highly comparable to *L. plantarum* grown on glucose which is established to produce a Gro-P-containing WTA by our biochemical analyses. Notably, bacterial growth on arabinose was insufficient to perform accurate qRT-PCR analysis of the *tar* locus. Therefore, the natural conditions resulting in WTA backbone alditol switching, if any, remain to be established. Taken together, these data indicate that the regulatory circuit required for the WTA alditol backbone switch is functional in *L. plantarum* WCFS1, but the natural conditions leading to alditol-switching remain to be identified. 

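Of the 35 genes of the main class of regulators that Table S2 lists for the *tagF1-2* mutant, 16 were called higher and 5 lower here, and 14 were not called. Without background correction, 12 were called higher and 4 lower. Adjusted over the list alone, the counts were the same, but this could add no call, as every gene past 2-fold was already called. The list was chosen by the authors on these samples and is not independent evidence. The largest rise of the list was that of *lp_0290*, for a cell envelope-related transcriptional attenuator of the LytR family, with a log2 ratio of 3.22 (standard error 0.13, adjusted p = 9.87e-06 from limma). A pair of two-component systems rose as well, as did the kinase gene *hpk10* (*lp_3088*, log2 ratio of 1.70). The response regulator gene *yesN* (*lp_3638*) and the kinase gene *yesM* (*lp_3639*) went the other way, within 2-fold, with log2 ratios of -0.79 and -0.62. The kinase and response regulator genes *hpk2* (*lp_0282*) and *rrp2* (*lp_0283*) had log2 ratios of 1.82 and 2.06, and *hpk7* (*lp_2505*) and *rrp7* (*lp_2506*) 1.88 and 1.92 (adjusted p at most 0.000103 from limma). These 4 genes had log2 ratios between -0.10 and 0.09 in the *dltX-D* mutant. The strongest falls of the list were those of the AraC family regulator *lp_3415* and the TetR family regulator *lp_2902*, with log2 ratios of -1.74 and -1.63, a pair chosen for naming after their values were seen.

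Part of these changes appeared in both mutants. A shared response and a difference of the single wild-type sample cannot be told apart in them. In the *dltX-D* mutant 9 of the 35 genes were called higher and 0 lower by limma or CyberT (20 higher and 7 lower at an unadjusted p under 0.05), among them the MerR family regulators *lp_0281* and *lp_3013*. Of the 9, *lp_0074* was not called in the *tagF1-2* mutant, with a log2 ratio of 0.95. The 7 lower genes stayed within 2-fold, with log2 ratios down to -0.74. Between the mutants 9 of the 35 differed, 6 higher and 3 lower in the *tagF1-2* mutant, and *lp_0290*, *hpk2*, *rrp2*, *hpk7* and *rrp7* were among those that were higher.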

In the *tagF1-2* mutant background 35 regulators were differentially expressed compared to the wild type strain (Additional file 2: Table S2), suggesting that one or more of these regulators may play a role in the regulation of alditol-switching of the WTA biosynthesis pathway.

### The role of WTA in immune signaling and modulation

To identify the role of TLR-2/6 heterodimers in WTA immune signaling, the NF-κB pathway activating capacity of purified WTAs and the *L. plantarum* TA mutants were assessed in a HEK-reporter cell line that expresses TLR-2/6. Exposure of this HEK-reporter cell line to wild-type *L. plantarum* cells activated TLR2/6 induced NF-κB, whereas virtually no activation was measured with the *dltX-D* mutant (Figure 5A), which resembles earlier observations by Grangette *et al.*. using a *L. plantarum dltB* mutant and purified LTA [31], confirming the suitability of our signaling assay. These experiments indicate that TLR-2/6 signaling by intact *L. plantarum* WCFS1 cells depends on the presence of D-Ala substituted TAs on the cell surface. Furthermore, addition of a wide concentration range (0.2-125 μg/ml) of WTA purified from the wild-type [poly(Gro-P) backbone] and the *tagF1-2* mutant [poly(Rbo-P) backbone] in the assays did not result in any signal above the medium control (Figure 5A for an exemplary WTA concentration and Additional file 4: Figure S2 for a large range of WTA concentrations), demonstrating that WTA has no direct role in TLR-2/6 signaling. Furthermore, TLR-2/6-mediated NF-κB activation by the *tagF1-2* mutant was similar to the wild-type (Figure 5A), whereas the *tagO* mutant displayed significantly increased signaling, suggesting that WTA deficiency might lead to increased exposure of TLR-2/6 agonists such as LTA, independent of the WTA backbone alditol. Attempts to functionally complement the *tagO* mutant by the addition of purified poly(Gro-P) or poly(Rbo-P) WTA, followed by exposure to the HEK-reporter cell line, revealed enhanced signaling, highly similar to addition of the *tagO* mutant alone (Additional file 5: Figure S3, Figure 5), indicating that WTA is only capable of shielding TLR-2/6 signaling when it is localized appropriately in the cell wall. 

**Figure 5:**
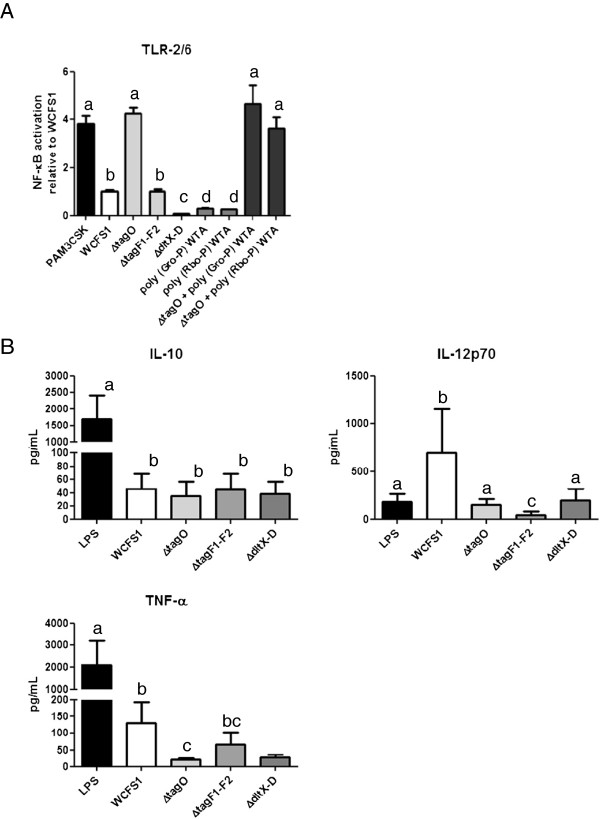
**Immunomodulating and signaling capacity of the *L. plantarum *TA mutants.** Panel **A** displays NF-κB pathway activation relative to *L. plantarum* WCFS1, as measured by a luminescence reporter in HEK cell lines expressing TLR-2/6 after exposure to PAM3CSK (positive control), purified WTA (5.0 μg/ml, see Additional file 4: Figure S2 and Additional file 5: Figure S3 for concentration ranges) and/or *L. plantarum* WCFS1, the *tagO*, *tagF1*-*2,* or *dltX-D* mutants. The ratios of HEK reporter to bacterial cell were 1:15. All strains were grown in triplicate and each culture was applied three times to the assay. Bars represent averages of these nine measurements with standard deviations. Letters a-d represent classes of statistically different responses as determined by ANOVA multiple comparison. Panel **B** displays cytokine levels secreted by monocyte derived iDCs stimulated with LPS (positive control), *L. plantarum* WCFS1, and the *tagO*, *tagF1*-*2* and *dltX-D* mutants. The ratios of dendritic to bacterial cells were 1:10. All strains were grown in duplicate and each culture was applied in duplicate to the assay. Bars represent averages of these four measurements with standard deviations. Individual letters (a-c) represent classes of statistically significant different responses as determined by restricted maximum likelihood analysis, whereas “bc” represents a class not significantly different from “b” nor “c”.

To evaluate the immunomodulating characteristics of WTA, the cytokine production profiles of immature human monocyte derived dendritic cells (iDCs) were determined after stimulation with purified WTA and the mutant strains. Application of purified poly(Gro-P) or poly(Rbo-P) WTA to this assay resulted in undetectable interleukin (IL)-10, IL-12p70 and TNF-α secretion levels, comparable to iDCs to which medium was applied as a control (<0.1 pg ml^-1^, data not shown), suggesting that WTA is not directly involved in immunomodulation. The IL-10 levels secreted by DCs stimulated with all TA mutants were comparable to the levels obtained with the wild-type (Figure 5B). By contrast, levels of IL-12p70 were significantly lower for the *dltX-D* mutant as compared to the wild-type, suggesting that D-Ala substitution of TAs strongly contributes to the capacity of *L. plantarum* to elicit pro-inflammatory immune responses. The *tagO* mutant also elicited a decreased production of IL-12p70 as compared to the wild-type, indicating that, in addition to LTA [31], the presence of WTA impacts on IL-12p70 production levels. Moreover, the IL-12 production levels obtained upon exposure of immature DCs (iDCs) to the *tagF1-2* mutant were even lower than those of the *dltX-D* and *tagO* mutants, indicating that the biosynthesis of the alternative poly(Rbo-P)-containing WTA backbone has differential consequences for the immune response elicited by DCs, resulting in altered pro-inflammatory cytokine production. The observed reduction of IL-12 production levels in these DC assays was reflected (although significant only for *tagO* mutant) in the levels of TNF-α production in these assays.

## Discussion

Several *L. plantarum* strains encode the genetic determinants for the production of WTA variants containing either poly(Gro-P) or poly(Rbo-P) backbones [8], whereas other lactobacilli appear to exclusively produce the poly(Gro-P) variant or produce no WTA at all [2,3]. LTA polymers consistently contain a glycerol backbone [29] that is synthesized via an independent pathway involving LtaS (LTA synthase)-dependent polymerization of phosphatidylglycerol, rather than the nucleotide-activated sugars utilized as precursors for WTA biosynthesis [5]. Moreover, LTA phosphatidylglycerol polymerization occurs directly onto a glycolipid that serves as the membrane anchor, rather than the undecaprenyl phosphate anchor employed in WTA biosynthesis [5,18]. Indeed, we were able to show here that modification of WTA had no impact on the type of LTA backbone produced (GroP), and only slightly altered the chain length in the case of the *tagF1-2* mutant. The independence of these biosynthetic pathways allowed investigation of WTA-specific alditol switching in an isogenic background in *L. plantarum* WCFS1, as well as the assessment of the overall effects thereof on bacterial physiology and the WTA biosynthetic routes using a transcriptomics approach. In view of the substantial transcriptome responses elicited by the mutations introduced, it may be that TA engineering has some general effects for cell wall architecture and turn-over that go beyond the specific components that were targeted by mutagenesis here. This may elicit some effects in terms of host cell recognition and/or response, but the data presented clearly establish that immunomodulatory effects observed in this study are not directly influenced by the WTAs.

The work presented here functionally demonstrates a role for the *tar*-locus (*tarIJKL*) in the production of poly(Rbo-P) WTA in *L. plantarum.* Moreover, the DNA microarray experiments performed with *L. plantarum* WCFS1 and its derivatives producing alternative WTA variants indicate that ribose and/or arabinose may serve as the preferred carbohydrate sources for the production of the precursors for this alternative WTA backbone. However, we have not been able to identify fermentation conditions that lead to the natural switching of the WTA backbone. Reports on other Gram-positive bacteria such as *B. subtilis* and *S. aureus* describe the production of strain-specific WTA backbone alditols [5], as well as an *S. aureus* strain producing both poly(Gro-P) and poly(Rbo-P) WTA types simultaneously [42]. However, to the best of our knowledge, this is the first report presenting the genetic and functional capability of WTA alditol-backbone switching. Moreover, it also is the first study that analyzes the biosynthetic WTA pathway(s) in a probiotic species and evaluates the consequences for modulation of host immune cells and innate, TLR-2/6-mediated signaling.

A comparative *in silico* analysis of the poly(Gro-P) and poly(Rbo-P) associated WTA genes in the *B. subtilis* strains W23 and 168, respectively, suggests that at least some of the genes encoding poly(Gro-P) synthesis in strain 168 were acquired by horizontal gene transfer, possibly displacing all, or part of, the resident W23-like poly(Rbo-P) WTA biosynthesis genes [9]. Our *in silico* analysis suggested that a similar horizontal gene transfer event may have occurred in *L. plantarum*, whereby the genes involved in poly(Gro-P) WTA biosynthesis were acquired in an ancestral, poly(Rbo-P) WTA producing strain, while leaving the capacity to produce this native WTA variant intact. However, phylogenetic analysis of 18 *L. plantarum* strains revealed that the *tarIJKL* locus cluster in two groups correlating completely with the WTA backbone-type produced [8]. As it seems unlikely that the genes involved in poly(Rbo-P) WTA biosynthesis have co-evolved in strains producing poly(Gro-P) WTA, the exact order of evolutionary events remains unknown. Nevertheless, these events have led to a subset of *L. plantarum* strains that have the genetic potential to alternate their WTA biochemistry, which supports earlier suggestions that this canonical compound might play an important role in the lifestyle of this bacterium and may have a profound impact on its molecular communication with mucosal cells in the intestinal tract, i.e. its probiotic efficacy [2]. The observation that more poly(Gro-P) WTA is produced than poly(Rbo-P) WTA might present another possible explanation for the alditol switching, i.e. to produce higher quantities of this cell wall polymer under certain (yet unknown) stress conditions, possibly including adaptation to the host intestinal environment. To this end, it might also be interesting to investigate WTA alditol backbone switching by introducing the *tag* locus into strains producing Rbo-P type WTA.

The ability of peptidoglycan and other non-acylated cell wall components to induce TLR-2 signaling is controversial [43,44], and some studies have highlighted contamination with lipoproteins as a confounding factor [45]. Notably, these studies typically investigated immunomodulation by analyzing purified components of the cell envelope, ignoring shielding effects [46] as well as the interplay between different components, which is highly likely to blur our view of the full immunomodulatory capacity of intact bacterial cells possessing their native extracellular architecture and composition. Therefore, we assessed the differential immune responses triggered by exposure to *L. plantarum* TA mutants and/or purified WTA, thereby conclusively showing that purified *L. plantarum* WTA of either backbone alditol type is unable to directly signal via TLR-2/6. Nevertheless, the WTA negative derivative displayed enhanced TLR-2/6 signaling, suggesting that WTA shields or prevents release of other immunomodulating compounds, such as LTA, a known agonist of TLR2/6, and thereby indirectly contributes to attenuation of TLR-2/6 signaling. In addition, our observation that deletion of the genes required for D-alanylation of TA specifically reduces TLR-2/6 signaling, strongly suggests the TLR-2/6 heterodimer is involved in *L. plantarum* LTA signaling, in line with earlier experiments performed with Gram-positive pathogens [47,48]. Hence, our data fine-tune earlier murine-based observations revealing that *L. plantarum* LTA signaling is TLR-2-dependent [31], to the exact human TLR heterodimer involved. Notably, the *dltX-D* mutant reported here produced LTA of a backbone chain length highly comparable to *L. plantarum* WCFS1, whereas the previously constructed *dltB* mutant mainly produced LTA that was approximately 3 times longer than that produced by the wild-type [38]. Although the reason for this apparent discrepancy is currently unknown, it may be explained by the different nature of the genetic mutation introduced in these strains. While the mutant presented in this study lacks the entire gene cluster encoding the Dlt machinery, the mutant described by Palumbo *et al.*. carries a mutation only in the *dltB* gene. As a consequence, the remaining Dlt functions are likely still expressed in the latter mutant, which may influence the chain length determination of LTA, possibly by binding of Dlt components to the emerging LTA polymer. On the other hand, our results using the *dltX-D* mutant do corroborate a recent report that deletion of a phosphoglycerol transferase gene (*ltaS*), that plays a key role in LTA biosynthesis, in *Lactobacillus acidophilus* NCFM down-regulated IL-12 and TNF-α production in DCs in a TLR-2-dependent manner [30]. Conversely, the fact that the enhanced TLR-2/6 signaling of the *tagO* mutant observed in the HEK-reporter cell line that only expresses TLR-2/6 did not translate to elevated IL-12 and TNF-α levels in DCs equipped with the full arsenal of receptors, but in fact resulted in decreased levels of these cytokines, strengthens the concept that communication between probiotic lactobacilli and intestinal host cells is multi-factorial and involves an integrative repertoire of receptors on the host side that recognize multiple effector molecules on the bacterial side [49]. It remains to be established whether WTA is directly involved in signaling via other host receptors or, alternatively, shielding of immunomodulating compounds that signal via other receptors.

## Conclusions

The data presented here has several consequences for research addressing molecular host-probiotic communication. The observation that the pro-inflammatory capacity (IL-12 levels) of *L. plantarum* WCFS1 depends on the amount and alditol backbone variant of WTA synthesized, implies that the extrapolation of data obtained from *in vitro* immunological assays to the *in situ* situation in the gastrointestinal tract is certainly not trivial. To this end, the relative level of production of WTA may be altered *in situ*, as has been shown for *S. aureus* when it resides in the nasal cavity of rats [50], but also here by the observation that WTA backbone switching results in differential levels of WTA produced (Table 1). Moreover, not all *Lactobacillus* species have the capacity to produce WTA, or may alter either WTA backbone type or WTA production levels under certain conditions [2,3], which could severely impact on their signaling capacity as compared to strains that do produce this molecule. The biochemical characteristics of TAs, such as polymer length and its exact composition, including the degree of D-Ala and glycosyl substitution, may fine-tune the immune signaling effects described here. In this respect, it is intriguing that Marco and coworkers have reported the significant down-regulation of the *dltX-D* operon during passage of *L. plantarum* through the murine gastrointestinal tract [51]. Overall, the flexibility of bacteria to produce different (ratios of) TAs that have alternative biochemical characteristics (backbone and/or substitutions) under different environmental conditions is bound to impact on their host-communication capacities *in vivo*[50,51]. Moreover, inter-strain differences in the production of specific TA molecules provide a plausible explanation for the remarkable strain-specificity observed in immune assays [52,53]. Taken together, this study correlates structural differences in TAs to their functional characteristics and provides important information to improve our understanding of molecular host-microbe interactions and probiotic functionality.

## Methods

### Strains and culture conditions

*L. plantarum* WCFS1 [19] and its derivatives were cultivated in Mann-Rogusa Sharpe (MRS) broth (Merck, Darmstadt, Germany) or 2× chemically defined medium containing 1.5% glucose [54] at 37°C without agitation. When appropriate, 10 μg ml^-1^ chloramphenicol or erythromycin was added. *Escherichia coli* MC1061 [55] was used as an intermediate cloning host for the construction of the mutagenesis vectors (see below). *E. coli* was grown aerobically at 37°C in TY medium, supplemented with 10 μg ml^-1^ chloramphenicol when appropriate.

### Gene deletion mutant construction and DNA microarray analysis

*L. plantarum* gene deletion mutant construction by a double cross-over gene replacement strategy for *tagF1-F2* (*lp_0268* &*lp_0269*) and *dltX-D* (*lp_2016lp_2020*) was performed essentially as described previously [56] using the primers presented in Additional file 1: Table S3 (included in the Additional file 1: supplementary materials and methods file). RNA isolation from *L. plantarum*, subsequent cDNA synthesis and indirect labeling, as well as DNA microarray hybridizations were performed using routine procedures [51,52]. Detailed experimental procedures are reported in the Additional file 1. The custom-made 60-mer oligonucleotide array design (Agilent Biotechnologies, Amstelveen, The Netherlands) and whole-genome transcriptomics data of the WTA mutants are accessible in GEO as platform GPL9359 and dataset GSE27683.

### WTA preparation and analysis

WTAs were prepared from cell walls of the *L. plantarum* strains as described previously [8]. Briefly, the cells were grown to the stationary growth phase in 8L MRS for 20 h and harvested by centrifugation (20,000 × g for 20 min at 4°C). The cells were disrupted by ultrasonication and treated with 2% sodium dodecyl sulfate, Pronase (Roche Diagnostics, Mannheim, Germany), DNase (Wako Pure Chemical Industries, Osaka, Japan), RNase (Sigma-Aldrich, St. Louis, USA), and Pepsin (Sigma-Aldrich). After thorough washing with distilled water, cell-walls were pelleted by centrifugation (20,000 × g for 20 min at 4°C) and lyophilized. The WTAs were released from the cell walls by 10% trichloroacetic acid treatment at 4°C, collected by ethanol precipitation at 4°C, and hydrolyzed with 2N hydrochloric acid at 100°C for 3 h. Sugars and alditols in the WTA hydrolysates were identified using a high-performance liquid chromatography (HPLC, LC-10 system, Shimadzu, Kyoto, Japan) on a Shodex Asahipak NH2P-50 4E column (Showa Denko, Tokyo, Japan) with water-acetonitrile (25:75, v/v) as the eluent at 30°C [8,57]. The D-Ala content was quantified using the HPLC system on a Shodex SUGAR SC1011 column (Showa Denko) with 10 mM calcium chloride (pH 5.8) as the eluent at 80°C. Phosphoric acid, glucose, and D-Ala content in the WTAs were determined by Allen’s method [58], phenol-sulfuric acid method [59], and HPLC, respectively.

### Innate signaling and immunological assays

Buffy coats from 4 blood donors were obtained from the Sanquin blood bank (Nijmegen, The Netherlands). A written informed consent was obtained from each volunteer prior to sample collection. Monocyte isolation from human blood, generation of immature dendritic cells (iDCs), and stimulation of iDCs with LPS (final concentration of 1.0 μg/ml, positive control) or *L. plantarum* strains (1:10 ratio, all strains in duplicate from 2 independent cultures) was performed as described previously [52]. After 48h, duplicate supernatant from the DC stimulation assays were analyzed for the presence of cytokines (TNF-α, IL-12p70 and IL-10) using a cytometric bead-based immunoassay that enables multiplex measurements of soluble cytokines in the same sample [60], according to the manufacturer’s protocol (BD biosciences, Breda, The Netherlands). The limits of sensitivity for detection were: TNF-α 0.7 pg ml^-1^; IL-12p70 0.6 pg ml^-1^ and IL-10 0.13 pg ml^-1^. The flow cytometry data were analyzed using the BD FCAP software (BD biosciences, Breda, The Netherlands). For statistical analysis mixed general linear model using restricted maximum likelihood (REML) was used to determine the statistical differences within donors between cytokine produced by DCs stimulated with the constructed deletion mutants compared to the parental *L. plantarum* WCFS1 strain. A two-sided *p*-value of 0.05 or lower was considered to be significant. The statistical analysis was performed by using SAS software (version 9.1, SAS Institute Inc., Cary, NC, USA).

Human embryonic kidney (HEK)293 cells harboring pNIFTY, a NF-κB luciferase reporter construct (Invivogen, Toulouse, France) were used as the negative control in the NF-κB assays. A HEK293 cell line constitutively expressing human hTLR-2/6 was seeded at 5 × 10^5^ cells cm^-2^ in 96-well plates and incubated overnight under standard culture conditions [61]. Subsequently, these cell lines were incubated in triplicate for 6 h with 3 independent bacterial batches of *L. plantarum* WCFS1 or its derivatives (15 CFU/HEK293 cell), the positive control TLR2 ligand Pam3-Cys-SK4 (5 μg ml^-1^), or with medium alone as a negative control. NF-κB activation was measured by the Bright-glo luciferase assay (Promega Benelux BV, Leiden, The Netherlands). As anticipated, NF-κB activity significantly increased only in the cell lines transfected with hTLR-2/6. Values obtained with the *L. plantarum* strains were normalized to medium induced NF-κB activity. ANOVA multiple comparison was used to determine the statistical differences between the NF-κB induced activities stimulated with the constructed deletion mutants compared to the parental *L. plantarum* WCFS1 strain. A two-sided *p*-value < 0.05 was considered significant.

The study was approved by the Wageningen University Ethical Committee and was performed according to the principles of the Declaration of Helsinki. Buffy coats from blood donors were obtained from the Sanquin Blood bank in Nijmegen (The Netherlands). A written informed consent was obtained from all blood donors prior to sample collection.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

PAB concepted the study, and drafted the manuscript. ST performed the WTA and LTA analyses and critically revised the manuscript. IIvS constructed the *tagF1-2* mutant and performed the qRT-PCR experiments. DMR performed the DNA microarray experiments and critically revised the manuscript. MM designed and performed the signalling and immune assays, and critically revised the manuscript. MW designed the DNA microarray experiments, and performed the data analysis and visualization. SO designed the WTA and LTA analyses. JMW designed the immune and signalling experiments, and critically revised the manuscript. MK conceived the study and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Detailed description of mutant construction, DNA microarray analysis, and LTA and WTA chain length determination. Click here for file

Additional file 2 **Table S2.** Relative transcription levels of genes over 2-fold regulated (fdr < 0.05) in the *dltX-D* (NZ3539Cm) and *tagF1-2* (NZ3547Cm) mutants as compared to the wild-type strain. Click here for file

Additional file 3 **Figure S1.** Expression level of the *tarIJKL* operon (*lp_1816*-*1819*) compared to the median of expression under a variety of fermentation conditions. Click here for file

Additional file 4 **Figure S2.** The signaling capacity of purified WTAs was measured as NF-κB pathway activation relative to a medium only control, as measured by a luminescence reporter in HEK cell lines expressing TLR-2/6 after exposure to 0.2, 1.0, 5.0, 25 or 125 μg/ml WTA containing either a poly(Gro-P) or poly(Rbo-P) backbone (isolated from *L. plantarum* WCFS1 or the *tagF1-2* mutant, respectively). All WTAs were applied three times to the assay. Bars represent averages of these three measurements with standard deviations. Click here for file

Additional file 5 **Figure S3.** The signaling capacity of the *tagO* mutant functionally complemented with WTA was measured as NF-κB pathway activation relative to the *tagO* mutant without added WTA, as measured by a luminescence reporter in HEK cell lines expressing TLR-2/6. HEK cell lines were exposed to the *tagO* mutant (The ratios of HEK reporter to bacterial cell were 1:15) plus 0.2, 1.0, 5.0, 25 or 125 μg/ml WTA containing either a poly(Gro-P) or poly(Rbo-P) backbone (isolated from *L. plantarum* WCFS1 or the *tagF1-2* mutant, respectively). All samples were applied three times to the assay, and the bars represent averages of these three measurements with standard deviations. Click here for file

## Author details

^1^TI Food & Nutrition, Nieuwe Kanaal 9A, 6709PA, Wageningen, The Netherlands. ^2^NIZO Food Research, Kernhemseweg 2, 6718ZB, Ede, The Netherlands. ^3^Kluyver Centre for Genomics of Industrial Fermentation, Julianalaan 67, 2628 BC, Delft, The Netherlands. ^4^Department of Applied Biology and Chemistry, Faculty of Applied Bio-Science, Tokyo University of Agriculture, 1-1-1 Sakuragaoka, Setagaya-ku, Tokyo 156-8502, Japan.^5^Host-Microbe Interactomics, Wageningen University, Marijkeweg 40, 6709 PG, Wageningen, The Netherlands. ^6^Netherlands Consortium for Systems Biology, Science Park 904, 1098 XH, Amsterdam, The Netherlands.^7^Laboratory for Microbiology, Wageningen University, Dreijenplein 10, 6703 HB, Wageningen, The Netherlands.

# Supplementary material for: Lactobacillus plantarum possesses the capability for wall teichoic acid backbone alditol switching
**Source:** Microb Cell Fact. 2012 Sep 11;11:123. doi: 10.1186/1475-2859-11-123
**Supplement:** Additional file 1 — Detailed description of mutant construction, DNA microarray analysis, and LTA and WTA chain length determination.

**Supplementary information for:**

***Lactobacillus plantarum* wall teichoic acid backbone switching elicits differential immune modulation**

Peter A. Bron^1,2,3^, Satoru Tomita^4^, Iris I. van Swam^1,2^, Daniela M. Remus^1,2,7^, Marjolein Meijerink^1,5,6^, Michiel Wels^1,2^, Sanae Okada^4^, Jerry M. Wells^1,5^, and Michiel Kleerebezem^1,2,6,7^

^2^NIZO food research, Kernhemseweg 2, 6718ZB Ede, The Netherlands

**DNA manipulations and mutant construction**

Plasmid DNA was isolated from *Escherichia coli* using Jetstar columns as recommended by the manufacturer (Genomed GmbH, Bad Oberhausen, Germany). For DNA manipulations in *E. coli*, standard procedures were used [1]. Restriction endonucleases, DNA polymerases, and T4 DNA ligase were used as specified by the manufacturers (Promega, Leiden, The Netherlands; Boehringer, Mannheim, Germany). Primers were obtained from Sigma Aldrich (Zwijndrecht, The Netherlands). Construction of the *Lactobacillus plantarum* gene deletion mutants for *tagF1-F2* (*lp_0268* & *lp_0269*) and *dltX-D* (*lp_2016*-*lp_2020*) was performed essentially as described previously [2-4] and involved a double cross-over gene replacement strategy to replace the target gene(s) by the chloramphenicol resistance cassette *lox66*-P_32_*cat*-*lox71* [2]. However, a variant of pNZ5319 designated pNZ5319TAG (Bron *et al*., unpublished data) was used as mutagenesis vector. By using this vector, a unique DNA tag is introduced in each mutant, allowing mutant-specific tracking and identification in competitive experiments (not relevant for the experiments reported here). The upstream and downstream flanking regions of the target gene(s), as well as the *lox66*-P_32_*cat*-*lox71* cassette were amplified by PCR using the corresponding primer pairs (Table S3). The resulting amplicons were used as templates in a SOEing PCR reaction [5] bridging the flanking regions and *lox66*-P_32_*cat*-*lox71* by means of complementary regions in the primers (Table S3). Subsequently, PCR products were blunt-ligated into *Swa*I-*Ecl*136II digested pNZ5319TAG, which can replicate in the intermediate cloning host *E. coli*, but can be used as a suicide integration vector in *L. plantarum* [2]. The integrity of the cloned amplicons was confirmed by sequence analysis (BaseClear, Leiden, The Netherlands). The mutagenesis plasmids were transformed to *L. plantarum* WCFS1 [6] and colonies displaying a chloramphenicol-resistant and erythromycin-sensitive phenotype, representing candidate homologous recombination double-cross events, were selected [2]. The anticipated *cat*-replacement genotype was confirmed by PCR using primers flanking the sites of recombination. A single colony of the *tagF1-F2* and *dltX*-*D* transformations displaying the anticipated genotype and phenotype was selected for further analysis and designated NZ3547Cm and NZ3539Cm, respectively (Table S3).

**DNA microarrays**

RNA isolation from *L. plantarum*, subsequent cDNA synthesis and indirect labeling, as well as DNA microarray hybridizations were performed using routine procedures [3, 7]. *L. plantarum* WCFS1 and its derivatives were grown in 2× CDM medium containing 1.5% glucose [8] until an OD_600_ of 1.0 was reached, followed by quenching [9] and RNA isolation. Subsequently, 5 µg of RNA was used for cDNA synthesis and indirect labeling with cyanine 5 or cyanine 3 [3, 7]. The microarray hybridization scheme consisted of 3 arrays and the following cDNA samples per array were hybridized with cyanine 3 and cyanine 5, respectively: NZ3547Cm and WCFS1, WCFS1 and NZ3539Cm, NZ3539Cm and NZ3547Cm. A two-color microarray-based gene expression analysis was performed on a custom-made 60-mer oligonucleotide array (Agilent Biotechnologies, submitted in GEO under platform GPL9359) to determine genome-wide differential gene transcription levels. Co-hybridization of Cy5- and Cy3-labeled cDNA probes was performed on these oligonucleotide arrays at 42°C for 16 h in Slidehyb#1 (Ambion, Austin, USA). Subsequently, the slides were washed twice in 1× SSC containing 0.1% sodium dodecyl sulfate and twice in 1× SSC before they were scanned. Slides were scanned with a ScanArray Express 4000 scanner (Perkin Elmer, Wellesley, USA), and image analysis and processing were performed using the ImaGene Version 7.5 software (BioDiscovery Inc., Marina Del Rey, USA). The microarrays were scanned at different intensities and for each of the microarrays the best scan was selected on the basis of signal distribution (combination of a low number of saturated spots and a low number of low signal spots). The data were normalized using Lowess normalization as available in MicroPrep [10]. The data were corrected for inter-slide differences on the basis of total signal intensity per slide using Postprep [10]. The median intensity of the different probes per gene was selected as the gene expression intensity. CyberT was used to compare the different transcriptomes, taking into account the duplicates (dye swaps) of each of the conditions [11]. This analysis resulted in a gene expression ratio and false discovery rate (FDR) for each gene. Genes with FDR values <0.05 were considered to be statistically significant. All microarray data is MIAME compliant and are available in the GEO database (GSE27683)***.*** For data visualization (Fig. 4) the simpheny software package was used (www. genomatica.com), using the *L. plantarum* specific model [12].

**WTA and LTA backbone polymer chain length determination**

WTA was isolated as described in the main manuscript. LTAs of *Lactobacillus plantarum* were prepared by n-butanol extraction, followed by hydrophobic interaction chromatography as described previously [13]. Subsequently, LTA was fractionated by an AKTA fast performance liquid chromatography system (GE Healthcare) on a DEAE-Sepharose Fast Flow column (5.0 × 5 cm, GE Healthcare) with a linear gradient of 0−1.0 M sodium chloride in 50 mM sodium acetate buffer (pH 4.7). The fractions containing organic phosphate were pooled, dialyzed against water, and collected as purified LTA after lyophilization. Proton NMR spectra of purified LTAs were recorded on an AVANCE 500 MHz NMR spectrometer (Bruker) in deuterium oxide at 60°C with a proton frequency of 500.13 MHz. Sodium 3-(trimethylsilyl)propionic-2,2,3,3-d_4_ acid was used as an internal reference of chemical sift (δ_H_, 0.00 ppm). Average chain length of poly(Gro-P) backbone of LTAs was obtained from calculation of the integral ratio of the backbone and the methyl residues in fatty acids (Table S1).

For WTA chain length determination high performance size exclusion chromatography was performed on an Ultimate 3000 system (Dionex) equipped with a set of three TSK-GEL columns (TSK-GEL super AW2500, AW3000, and AW4000) with 0.2 M sodium nitrate at 55°C. Molecular size of WTAs was estimated by performing the same analysis using a range of pectin standards (10−100 kDa) as a calibration curve (Table S1).

**Table S1:** Chain length of WTA and LTA in *L. plantarum* WCFS1 and the *tagO*, *dltX-D*, and *tagF1-2* gene deletion mutants. n.d. is not detectable.

| Chain length: | WCFS1: | Δ*tagO*: | Δ*dltX−D*: | Δ*tagF1−2*: |
| --- | --- | --- | --- | --- |
| WTA (kDa) | 30.9 | n.d. | 30.0 | 23.4 |
| LTA (units) | 33.6 | 32.9 | 34.7 | 26.1 |

**Table S3:** Primers used for the construction of gene deletion mutants in *L. plantarum* WCFS1. Primerpairs is153-154 and is93-142 were used for amplification of the upstream regions of NZ3547Cm and NZ3539Cm, whereas primerpairs is161-162 and is143-96 were used for generation of the downstream amplicons, respectively.

| Primer name: | Primer sequence*^a^* (5’ to 3’): | Target region: |
| --- | --- | --- |
| is128 tag-lox66-F3 | aaatctaccgttcgtataatgtatg | *lox66-cat-lox71* |
| is129 tag-lox71-R3 | ctcatgcccgggctgtaaccg | *lox66-cat-lox71* |
|  | **NZ3547Cm (*tagF1&F2::cat*) / (*lp_0268&0269::cat*)** |  |
| is153 lp0267F | Gcaaatgatccgcgatccgc | *tagF1&F2 (lp_0268-0269)* |
| is154 lp0267R | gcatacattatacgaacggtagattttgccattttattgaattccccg | *tagF1&F2 (lp_0268-0269)* |
| is161 lp0270F | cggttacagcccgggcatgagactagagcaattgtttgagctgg | *tagF1&F2 (lp_0268-0269)* |
| is162 lp0270R | cgtgctggcagttagtgtgg | *tagF1&F2 (lp_0268-0269)* |
|  | **NZ3539Cm (*dltX-D::cat*) / (*lp_2016-2020::cat*)** |  |
| is93 lp2015F | atttttcgcgttcgtgaccg | *dltX-D (lp2016-2020)* |
| is142 lp2015R | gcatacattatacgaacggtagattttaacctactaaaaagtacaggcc | *dltX-D (lp2016-2020)* |
| is143 lp2021F | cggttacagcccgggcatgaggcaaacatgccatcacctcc | *dltX-D (lp2016-2020)* |
| is96 lp2021R | cgtaaagtcaatcagacgacg | *dltX-D (lp2016-2020)* |

*^a^* Underlined nucleotides indicate overlapping ends with is128 tag-lox66-F3/ is129 tag-lox71-R3

**References**

1. Sambrook J, Fritsch EF, Maniatis T: **Molecular cloning: a laboratory manual** *Cold Spring Harbor, New York* 1989, **2nd Ed.**

2. Lambert JM, Bongers RS, Kleerebezem M: **Cre-*lox*-based system for multiple gene deletions and selectable-marker removal in *Lactobacillus plantarum***. *Appl Environ Microbiol* 2007, **73**(4):1126-1135.

3. Meijerink M, van Hemert S, Taverne N, Wels M, de Vos P, Bron PA, Savelkoul HF, van Bilsen J, Kleerebezem M, Wells JM: **Identification of genetic loci in *Lactobacillus plantarum* that modulate the immune response of dendritic cells using comparative genome hybridization**. *PLoS One* 2010, **5**(5):e10632.

4. van Hemert S, Meijerink M, Molenaar D, Bron PA, de Vos P, Kleerebezem M, Wells JM, Marco ML: **Identification of *Lactobacillus plantarum* genes modulating the cytokine response of human peripheral blood mononuclear cells**. *BMC Microbiol* 2010, **10**:293.

5. Horton RM: **PCR-mediated recombination and mutagenesis. SOEing together tailor-made genes**. *Mol Biotechnol* 1995, **3**(2):93-99.

6. Ferain T, Garmyn D, Bernard N, Hols P, Delcour J: ***Lactobacillus plantarum ldhL* gene: overexpression and deletion**. *J Bacteriol* 1994, **176**(3):596-601.

7. Marco ML, Peters TH, Bongers RS, Molenaar D, van Hemert S, Sonnenburg JL, Gordon JI, Kleerebezem M: **Lifestyle of *Lactobacillus plantarum* in the mouse caecum**. *Environ Microbiol* 2009, **11**(10):2747-2757.

8. Teusink B, van Enckevort FH, Francke C, Wiersma A, Wegkamp A, Smid EJ, Siezen RJ: ***In silico* reconstruction of the metabolic pathways of *Lactobacillus plantarum*: comparing predictions of nutrient requirements with those from growth experiments**. *Appl Environ Microbiol* 2005, **71**(11):7253-7262.

9. Pieterse B, Jellema RH, van der Werf MJ: **Quenching of microbial samples for increased reliability of microarray data**. *J Microbiol Methods* 2006, **64**(2):207-216.

10. van Hijum SA, Garcia de la Nava J, Trelles O, Kok J, Kuipers OP: **MicroPreP: a cDNA microarray data pre-processing framework**. *Appl Bioinformatics* 2003, **2**(4):241-244.

11. Baldi P, Long AD: **A Bayesian framework for the analysis of microarray expression data: regularized t -test and statistical inferences of gene changes.** *Bioinformatics* 2001, **17**:509–519.

12. Teusink B, Wiersma A, Molenaar D, Francke C, de Vos WM, Siezen RJ, Smid EJ: **Analysis of growth of *Lactobacillus plantarum* WCFS1 on a complex medium using a genome-scale metabolic model**. *J Biol Chem* 2006, **281**(52):40041-40048.

13. Morath S, Geyer A, Hartung T: **Structure-function relationship of cytokine induction by lipoteichoic acid from *Staphylococcus aureus***. *J Exp Med* 2001, **193**(3):393-397.

How the deposited data were processed for this re-analysis (not part of the article)

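RNA of *L. plantarum* WCFS1 wild-type, the *tagF1-2* mutant and the *dltX-D* mutant was compared on 3 custom 60-mer arrays with 2 dyes each, in the loop design given in the text. The channel of each strain was taken from Additional file 1 and checked on the deleted genes. The authors scanned each array at several settings, chose the best scan and quantified the spots with ImaGene, and the intensity values of the spots and their local background were deposited without background subtraction or normalization. The authors also deposited a score per spot and array, the linear Cy3 over Cy5 ratio of background-subtracted means after their Lowess normalization in MicroPrep. It is called a score here because it lies below 0 for 1159, 1217 and 1304 spots of the 3 arrays, and whether a scaling between slides is included is not stated. The log2 of the scores had a Pearson's r of 0.975, 0.930 and 0.922 with the log2 ratios computed from the intensity values. The scores were used as an alternative only.

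Of the spots of each array, 536 controls and 70 other spots without a gene were left out of the tests. The mean signal of a spot was corrected by the median of its local background with normexp (offset 50) in limma 3.58.1 under R 4.3.3. Log2 ratios were normalized by loess, in which the control spots had a weight of 0. Of the 3092 genes, 34 have 2 probes and 36 have 1 probe. The loop was fitted with coefficients for the *tagF1-2* and *dltX-D* mutants over the wild-type, and their difference gives the comparison between the mutants. Moderation with eBayes added 5.87 prior degrees of freedom, with a prior SD of 0.157 on the log2 scale. The median absolute dye effect of a gene was 0.06 on the log2 scale. Spots at 65535 are saturated, which were between 2 and 335 per channel. Spots marked by the image software were kept, since the sources used here do not give the meaning of the marks. The steps were tested on simulated data with the signal levels and errors of these arrays. Most genes simulated with a 3-fold or larger change were called, fewer at 2-fold and none at 1.5-fold, and large folds came out smaller than simulated. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

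The comparisons, the main settings, 11 alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. Named are the genes of the paper's text on the transcriptome, of Table 2 and of Figure 4, the genes beside the deletions, the 10 largest called rises and falls per comparison with the wild-type and the 5 largest between the mutants (with the same sign in the direct and indirect ratios), and up to 4 called members of each list. The values in the paper's tables, which come from these arrays, had been seen when this rule and the lists were written. The 12 lists were wall teichoic acid backbone and transport, D-alanylation, pyrimidine biosynthesis, histidine biosynthesis, citrate and malate, the sulfate assimilation region, heat shock and Clp, prophages P1 and P2a, plantaricin, fatty acid biosynthesis and the cell surface clusters. The genes of the cell envelope and regulator classes of Table S2 were added as lists of the authors. Lists planned by gene symbol (ribosomal proteins, peptidoglycan, ATP synthase, manganese transport, two-component systems, purine biosynthesis, competence and phosphate transport) could not be built from the annotation at hand and were not run. The genes *lp_0270* and *lp_2022* have no probe here and the *tagE* genes could not be assigned to probes, so they are not analysed here. With 1 sample per strain no list was tested across samples, and the median of a list was instead ranked among 10000 random lists of the same size matched on mean signal.

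The alternatives were no background correction, normexp with offset 0, plain subtraction with values under 1 set to 1, median centring in place of loess, the mean over the probes, 1 probe per gene, dim probes left out, separate channels, CyberT, limma with trend and robust, and the scores. A 1.5-fold threshold and leaving out each array in turn were also run. A further 3 alternatives were chosen after seeing the data, namely the mean of the local background, leaving out the spots with mark 3, and plain subtraction without spots not above background, tested with CyberT. CyberT was written anew for this purpose, with a window of 101 genes and 10 pseudo-observations.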

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

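The tests of explanations in this part were chosen only after the results were seen. The lists of genes were fixed before the data were examined, but after the paper's tables from these same arrays had been seen. Their counts are thus not independent of the paper's results. The results concern genes that the paper does not discuss or differ between the mutants by limma's test of the difference. Of 8 pyrimidine biosynthesis genes, 7 were called lower in the *tagF1-2* mutant and 6 in the *dltX-D* mutant. Of 11 histidine biosynthesis genes, 11 were called higher in the *tagF1-2* mutant and 10 were higher there than in the *dltX-D* mutant. Of 8 genes for citrate and malate conversion, 8 and 6 were called lower in the *tagF1-2* and *dltX-D* mutants. Of 6 genes of the sulfate assimilation region, 6 were called higher in the *tagF1-2* mutant, and 6 were higher there than in the *dltX-D* mutant. Of 16 heat shock and Clp genes, 7 were called higher in the *tagF1-2* mutant and 7 in the *dltX-D* mutant. Of 52 genes of prophage P1, 5 were called lower in the *dltX-D* mutant. Of 55 genes of prophage P2a, 19 were called lower in this mutant, and 12 were called higher in the *tagF1-2* than in the *dltX-D* mutant. Of 25 plantaricin genes, 5 were called lower in the *tagF1-2* mutant, and 6 were lower there than in the *dltX-D* mutant. Of 9 genes of the cell surface clusters, 5 were called higher and 3 lower in the *dltX-D* mutant, and 6 were lower in the *tagF1-2* than in the *dltX-D* mutant. Beside the deletion of the *tagF1-2* mutant, *lp_0271* and *lp_0272* had log2 ratios of 2.72 and 2.41.

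Of the 80 genes called in the same direction in both mutants, 31 had an adjusted p under 0.05 between the mutants by limma, which measures the error between hybridizations only. A difference of the single wild-type sample alone would leave the mutants alike. In the 31 genes the mutant samples also differed from each other, but each mutant was a single sample too. Of all 3092 genes, 640 passed the same test, so the 31 do not decide the question. A difference of the wild-type sample may still make up the change that the mutants share in any of these genes. Such a difference and a shared response to the altered WTA, which was not tested, cannot be told apart, because there is no other wild-type sample.

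The genes *lp_0271* and *lp_0272*, annotated as subunits B and D of a putative aromatic acid carboxylyase, were higher in the *tagF1-2* mutant than in either of the other strains. Against the *dltX-D* mutant their log2 ratios were at least 2.67, which excludes a difference of the wild-type sample. Transcription from the chloramphenicol resistance cassette that replaced the deleted genes could reach them, but the log2 ratio of 0.052 of the next gene, *lp_0273*, which was chosen after its value was seen, decides nothing, since a transcript may end before it. This explanation and a response to the altered WTA cannot be told apart, since the *tagF1-2* mutant carries the cassette in each hybridization.

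The signal of *dltX* in the *dltX-D* mutant was 20.8% of that in the wild-type, whereas *dltB* kept at most 1.49%. Wild-type RNA or cells in the sample would bring transcripts of the whole operon in like proportion, so they are excluded as the source. All 3 probes of *dltX* were above background in both channels of the mutant. A transcript of the end of the locus left in the mutant and the binding of another transcript by the probes cannot be told apart here, since the ends of the deletion were not placed on a genome sequence, and no biological explanation was tested.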

How the results depend on the processing

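Of the alternatives below, the 3 named as added were chosen only after the data were seen. The counts of genes called by limma were 293 (*tagF1-2* mutant), 144 (*dltX-D* mutant) and 185 (between the mutants), with 47 genes higher and 33 lower in both mutants. Without background correction they were 193, 81 and 111, with 31 and 15, all of them among the genes called in the main setting for each comparison. With plain subtraction and values under 1 set to 1 they were 0, 3 and 4, with 0 and 0 (1120, 822 and 755 genes at an unadjusted p under 0.05, lowest adjusted p 0.0552, 0.0295 and 0.036). With the series matrix values they were 0, 0 and 0, with 0 and 0 (865, 633 and 593 at an unadjusted p under 0.05, lowest adjusted p 0.051, 0.0751 and 0.0578). At least 2-fold changes numbered 572, 358 and 457 with plain subtraction and 633, 449 and 491 with the series matrix values. The cause of these losses was not tested. The added plain subtraction with spots not above background left out and CyberT gave 489, 264 and 349, with 72 and 60, and a 1.5-fold threshold gave 748, 470 and 443, with 176 and 109. The remaining 40 counts under alternatives fixed in advance and 10 under added ones were within 1.5 times the main counts, for example 308, 148 and 205 with CyberT. No count and no called result of the named genes reversed, while the sign of 1 called gene in the *tagF1-2* mutant turned with 1 probe per gene, without spots with mark 3 and with the added plain subtraction. Of the results of 136 named genes over the alternatives, 5113 kept their side of the threshold, 506 lost the call and 51 gained one, and plain subtraction, the series matrix values and no background correction account for 212, 217 and 45 of the losses. Leaving out 1 array at a time allows no test, and the genes at least 2-fold changed then numbered 302 to 331, 145 to 208 and 186 to 227. Use of the authors' normalized signals was not run, because the values used here hold none. No paired analysis was possible because there is 1 sample per strain. Signal over background may limit the folds of dim genes such as *tarI* and *lp_0299*, which was not tested, and no number of probes replaces further cultures.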

Differences from the paper's values

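Of 46 values of the paper compared, 15 differ by the rule used here and 31 do not. For each, the alternatives set before the data were examined under which the values no longer differ are named, and under the other alternatives they still differ. In the *dltX-D* mutant, the paper's ratio of *tagF1* is 1.274 and that found here 0.706 (no longer different with plain subtraction, separate channels, CyberT and the series matrix values). For *tagF2* the paper's ratio is 1.554 and that found here 0.706 (different under each of the 10 alternatives that gave a value for this gene). For both genes the value found here includes the indirect part through the *tagF1-2* mutant, which lacks them. Their direct log2 ratios were -0.20 and -0.27, so the gap to the paper is smaller in the direct ratio. For *tarI* the paper's ratio is 6.638 and that found here 2.67 (no longer different with plain subtraction and the series matrix values), and for *tarJ* 7.145 and 2.65 (the series matrix values). For *tarL* the paper's ratio is 2.291 and that found here 1.34 (different under each alternative). For *dltA* the paper's ratio is 0.068 and that found here 0.0195, with 2 of 3 probes not above background in the mutant (no longer different without background correction, with 1 probe per gene and with the series matrix values). The paper counts 230 genes at least 2-fold changed in this mutant at an fdr under 0.05, against 144 here (no longer different with offset 0, which gave 162, and 1 probe per gene, which gave 167).

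In the *tagF1-2* mutant, the paper's ratio of *tarI* is 317.9 and that found here 146, and for *tarJ* 390.0 and 85.7 (for both no longer different with the series matrix values). For *tarL* the paper's ratio is 48.23 and that found here 16.0 (different under each alternative). For *dltC1* the paper's ratio is 0.545 and that found here 0.836 (no longer different with offset 0, plain subtraction, median centring, the mean over the probes, 1 probe per gene, separate channels, CyberT and the series matrix values). For *dltA* the paper's ratio is 0.286 and that found here 0.742 (different under each alternative). The values found here for *dltC1* and *dltA* include the indirect part through the *dltX-D* mutant, which lacks both genes. Their direct log2 ratios were -0.42 and -0.56. For *lp_0298* the paper's ratio is 291 and that found here 86.7 (different under each alternative), and for *lp_0299* 1049 and 92.9 (no longer different with plain subtraction and the series matrix values). The paper gives *lp_1763* as 4-fold lower, and the fold by which it was lower here is 0.991, a log2 ratio of 0.01 (different under each alternative).

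Plain subtraction with spots not above background left out and CyberT was chosen after seeing the values, and it drops 54 of the paper's 230 and 70 of its 402 genes, against 105 and 158 that the main setting does not call in the same direction. Under it, the ratios of *tarI* were 9.12 and 473 in the *dltX-D* and *tagF1-2* mutants, those of *tarJ* 8.16 and 305, that of *dltC1* 0.779 in the *tagF1-2* mutant and that of *lp_0298* 220, and 264 genes were called in the *dltX-D* mutant, all within 1.5 times the paper's values. The other differing values stayed outside this range. The ratios of *tagF1*, *tagF2*, *tarL* and *dltA* were 0.846, 0.725, 1.50 and 0.00179 in the *dltX-D* mutant, and those of *tarL*, *dltA* and *lp_0299* were 22.2, 0.557 and 454 in the *tagF1-2* mutant, where the fold by which *lp_1763* was lower was 0.894, a log2 ratio of 0.16.

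The paper states that the *tar* locus as a whole was raised in the *dltX-D* mutant, whereas *tarK* and *tarL* had log2 ratios of 0.26 and 0.43 here and were not called. In the paper's Table 2 these genes are not significant either, nor are *tagA*, *tagD2*, *dltD*, *dltB* and *dltX* in the *tagF1-2* mutant. The paper gives *tagO*, *tagA*, *tagD2* and *tagGH* as induced in the *tagF1-2* mutant. Of these, *tagO*, *tagG* and *tagH* were called higher here, but *tagA* and *tagD2* were not, with log2 ratios of 0.15 and 0.33. The *dltX-D* operon is given as lower in this mutant, and its 5 genes had fitted log2 ratios between -0.50 and -0.13 here without a call. The fit includes the indirect part through the *dltX-D* mutant, which lacks these genes, and the direct log2 ratios were between -0.57 and -0.23. A call here also needs 2-fold, whereas the paper's Table 2 marks genes by the fdr alone. At the adjusted p alone, *dltD* and *dltA* were lower here (0.0179 and 0.0445 from limma). The Gro-P transporter is given as decreased, whereas *lp_1327* had a log2 ratio of 0.12 here. No ratio is given for *lp_1324*, *lp_1325* and *lp_1326*, which were not above background in this mutant, so a decrease of *lp_1325* or *lp_1326* is not excluded. The fall of *tagD1* was called here too, but this gene lies beside the deletion, and an effect of the deletion at this place was not tested. Of the 35 regulators that the paper gives as differentially expressed, 21 were called here. The 14 not called stayed within 2-fold, and most of them passed the adjusted p.

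For the import and conversion of ribose and arabinose to CDP-Rbo, Figure 4 marks 8 genes as raised, of which 5 were called here (*tarI*, *tarJ*, *lp_3555*, *rbsU* and *rbsK1*), as was *rbsD*. Of the others, *araA* was called with 1 probe per gene and with dim probes left out, and *araB* with offset 0, median centring and the mean over the probes. The plain subtraction chosen after seeing the values also called *araA*, *araB*, *lp_3557* and *tkt2*. Of 11 genes marked as lowered there, *rpiA1*, *glpF4* and *tagD1* were called lower here, while *lp_1324* and *lp_3538* were at background.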

Other observations

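The tests of list members were fixed before the data were examined, but after the paper's tables had been seen. Nothing in this part was chosen only after the result was seen except where stated. Genes for citrate and malate conversion had a median log2 ratio of -1.73 in the *tagF1-2* mutant and -1.18 in the *dltX-D* mutant, with *citC* (citrate lyase ligase) at -2.04 and -1.40. Of 52 genes of prophage P1, 3 were called lower in the *tagF1-2* mutant. The P1 genes *lp_0628* and *lp_0629* had log2 ratios of -2.56 and -2.39 in this mutant and -1.24 and -1.32 in the *dltX-D* mutant, and *lp_0664* had -0.23 and -1.82. Of 25 plantaricin genes, *plnR* and *plnL* had log2 ratios of -1.52 and -1.29 in the *tagF1-2* mutant and 0.03 and 0.14 in the *dltX-D* mutant, while *plnM* was called higher in both, with 1.11 and 1.14. In the cell surface clusters, *lp_3411* was called higher in the *dltX-D* mutant, with a log2 ratio of 1.78 against 0.51 in the *tagF1-2* mutant, as were *lp_3675*, *lp_3676*, *lp_3678* and *lp_3679*, with log2 ratios between 1.01 and 1.28, whereas *lp_3412*, *lp_3413* and *lp_3414* were called lower in both mutants. Without background correction, fewer members were called for several lists. Beside those given in the text, the genes called lower were then 3 of prophage P1 in the *dltX-D* mutant and 3 of the plantaricin list in the *tagF1-2* mutant. Those called higher were 2 of the cell surface clusters and 2 of the wall teichoic acid list in the *dltX-D* mutant. Between the mutants, 4 of the plantaricin list and 3 of the cell surface clusters were called without background correction. Of prophage P1, 1 gene instead of 3 was then called higher in the *tagF1-2* than in the *dltX-D* mutant, and 3 stayed lower.

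Of the 13 genes for wall teichoic acid backbone and transport, 7 were called higher and 3 lower in the *tagF1-2* mutant, where the lower ones are *tagD1* and the deleted *tagF1* and *tagF2*, and 4 were called higher in the *dltX-D* mutant. Of 6 D-alanylation genes, the 5 deleted ones were called lower in the *dltX-D* mutant by construction, and 0 of the 6 in the *tagF1-2* mutant by limma or CyberT. In the latter 3 genes were lower at an unadjusted p under 0.05. These were *dltD*, *dltA* and *dltC2*, which also passed the adjusted p (0.0179, 0.0445 and 0.04 from limma) but stayed within 2-fold. The median log2 ratio of 11 fatty acid biosynthesis genes was 0.44 in the *tagF1-2* mutant and 0.29 in the *dltX-D* mutant, which lies at percentiles 99.9 and 99.8 of random lists matched on mean signal, as a description of these samples. Of the 18 regulators of Table S2 for the *dltX-D* mutant, 10 were called higher by limma, 9 by CyberT and 6 without background correction. By limma or CyberT 0 were called lower, with 2 lower at an unadjusted p under 0.05. These were *pyrR1* and *lp_2335*, which also passed the adjusted p (0.00478 and 0.0181 from limma) but stayed within 2-fold. The authors chose these on the same samples.

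Of the 230 genes that the paper lists for the *dltX-D* mutant, 226 had the same sign here, 206 also passed the adjusted p and 125 were called in the same direction. Of the 402 listed for the *tagF1-2* mutant, these numbers were 394, 372 and 244. For these listed genes the median absolute log2 ratio in the *dltX-D* mutant was 1.08 here against 1.58 in the paper. For the *tagF1-2* mutant it was 1.17 against 1.67. All listed genes passed 2-fold in the paper, and this choice alone favors smaller values under any other processing of the same arrays. The medians thus do not compare the sizes of changes over all genes. Of the listed genes, 105 and 157 in the *dltX-D* and *tagF1-2* mutants were within 2-fold here, and most losses of a call come from this. Pearson's r of the log2 ratios with the paper's was 0.870 and 0.887 across these genes, as a description. A further 19 and 48 genes were called here and are not in Table S2. The DNA entry nuclease gene *lp_0688* was at least 6.69-fold lower in the *tagF1-2* mutant than in the wild-type.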
